# Exosomes participate in the alteration of muscle homeostasis during lipid-induced insulin resistance in mice

**DOI:** 10.1007/s00125-014-3337-2

**Published:** 2014-07-30

**Authors:** Hala Aswad, Alexis Forterre, Oscar P. B. Wiklander, Guillaume Vial, Emmanuelle Danty-Berger, Audrey Jalabert, Antonin Lamazière, Emmanuelle Meugnier, Sandra Pesenti, Catherine Ott, Karim Chikh, Samir El-Andaloussi, Hubert Vidal, Etienne Lefai, Jennifer Rieusset, Sophie Rome

**Keywords:** Exosomes, High-fat diet, Insulin resistance, Muscle, Palmitate

## Abstract

**Aims/hypothesis:**

Exosomes released from cells can transfer both functional proteins and RNAs between cells. In this study we tested the hypothesis that muscle cells might transmit specific signals during lipid-induced insulin resistance through the exosomal route.

**Methods:**

Exosomes were collected from quadriceps muscles of C57Bl/6 mice fed for 16 weeks with either a standard chow diet (SD) or an SD enriched with 20% palm oil (HP) and from C2C12 cells exposed to 0.5 mmol/l palmitate (EXO-Post Palm), oleate (EXO-Post Oleate) or BSA (EXO-Post BSA).

**Results:**

HP-fed mice were obese and insulin resistant and had altered insulin-induced Akt phosphorylation in skeletal muscle (SkM). They also had reduced expression of *Myod1* and *Myog* and increased levels of *Ccnd1* mRNA, indicating that palm oil had a deep impact on SkM homeostasis in addition to insulin resistance. HP-fed mouse SkM secreted more exosomes than SD-fed mouse SkM. This was reproduced in-vitro using C2C12 cells pre-treated with palmitate, the most abundant saturated fatty acid of palm oil. Exosomes from HP-fed mice, EXO-Post Palm and EXO-Post Oleate induced myoblast proliferation and modified the expressions of genes involved in the cell cycle and muscle differentiation but did not alter insulin-induced Akt phosphorylation. Lipidomic analyses showed that exosomes from palmitate-treated cells were enriched in palmitate, indicating that exosomes likely transfer the deleterious effect of palm oil between muscle cells by transferring lipids. Muscle exosomes were incorporated into various tissues in vivo, including the pancreas and liver, suggesting that SkM could transfer specific signals through the exosomal route to key metabolic tissues.

**Conclusions/interpretation:**

Exosomes act as ‘paracrine-like’ signals and modify muscle homeostasis during high-fat diets.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s00125-014-3337-2) contains peer-reviewed but unedited supplementary material, which is available to authorised users.

## Introduction

Skeletal muscle (SkM)-secreted proteins have important roles in intercellular communications. Among them, a large number of soluble peptide hormones and cytokines (myokines) are capable of triggering adaptations of homeostasis in other peripheral organs or are involved in the process of myogenesis [1]. Studies during the last 10 years have demonstrated that cells also release bioactive nanovesicles. A particularly important class of extracellular vesicle is the exosomes, which represent a discrete population of 50–120 nanometre-sized vesicles [2]. Exosomes are formed in endocytic compartments called multivesicular bodies (MVBs) during endosome maturation, by inward budding of their limiting membrane. They are released from the cell into the microenvironment following the fusion of MVBs with the plasma membrane. Exosomes can transfer both functional protein and RNA species from one cell to another whereby an array of biological processes, including cell proliferation and differentiation, can be affected [3]. It is believed that exosomes could have a much more potent influence on the physiology of the cells they encounter than single-molecule mediators because the numerous proteic, lipidic and nucleic acid components they carry can affect multiple signalling pathways inside target cells. Exosomes can modulate immune-regulatory processes, set up tumour escape mechanisms and mediate regenerative or degenerative processes [4].

All insulin-sensitive tissues release exosomes [5–8]. In this context, it has been demonstrated that adipose tissue-released exosomes in leptin-deficient (*ob*/*ob*) mice are taken up by peripheral blood monocytes and can stimulate the differentiation of monocytes into activated macrophages with increased secretion of TNF-α and IL-6 [9]. This finding suggests that exosomes released from adipose tissue of obese animals could act as a mode of communication with macrophages. Moreover, when administered to wild-type mice, adipose tissue-released exosomes from *ob*/*ob* mice contributed to the development of insulin resistance (IR) [9]. Other studies have shown that adipocyte-derived exosomes are involved in the control of lipid storage and cell size between adipocytes [10] and they have been described as mediators of angiogenesis [11].

Although communication between SkM and other tissues appears to be important in the relationship between obesity and diabetes [12], the possibility that SkM-derived exosomes act as a mode of systemic communication has hitherto never been discussed. Until now, the roles of exosomes in the development of metabolic syndrome and IR are poorly understood and little is known about the connection between lipid exposure and exosome secretion from muscle cells.

Therefore, we investigated whether SkM cells might transmit specific signals via exosomes during lipid-induced IR. Especially, we examined whether exosomes from palmitate-treated myotubes could transfer the deleterious action of palmitate between muscle cells. In addition, we analysed in mice the biodistribution of labelled exosomes from control- or palmitate-exposed myotubes. We provide evidence that exosomes from muscle cells act both as ‘paracrine-like’ signals by locally perturbing muscle homeostasis during lipid-induced IR and as ‘endocrine-like’ signals by targeting other insulin-sensitive tissues in vivo.

## Methods

### Cell culture

C2C12 myoblasts [13] were maintained in DMEM (4.5 g/l glucose, 10% heat-inactivated FBS, 1,000 U/ml penicillin, 1,000 U/ml streptomycin, 2 mmol/l l-glutamine; PAA laboratories; Vélizy-Villacoublay, France) at 37°C under 5% CO_2_ atmosphere. Cell differentiation was induced by replacing FBS with 2% horse serum.

### Mouse model

Male C57BL/6 mice (Harlan Laboratories, Gannat, France) were housed in a common animal centre (PBES - Lyon Sud, Lyon, France). Animal experiments were approved by the Lyon Local Board for Laboratory Animals (No. 2010-008). At 4 weeks, mice were divided into two groups and fed either a standard chow diet (SD; 57% carbohydrate, 5% fat and 18% protein) or an SD diet enriched with 20% palm oil (HP; palmitic acid 44.5%, oleic acid 38.5%). After 16 weeks, blood was withdrawn into heparinised microcapillary tubes from the orbital sinus of anaesthetised mice in a fed state. The mice were then killed by cervical dislocation. Quadriceps and gastrocnemius muscles were excised and used, respectively, for exosome purification or gene and protein expression analyses.

### Palmitate and oleate preparation and C2C12 treatment

Palmitate or sodium oleate (P-0500 and Fluka-75165, respectively; Sigma-Aldrich, Saint-Quentin Fallavier, France) were pre-complexed with 10% (wt/vol.) fatty acid-free BSA (Roche Diagnostic, Grenoble, France) in DMEM at 50°C for 2 h to prepare stock solutions of 8 mmol/l. The stock solutions were filtered and diluted in serum-free culture medium to a final concentration of 0.5 mmol/l, as lower concentrations of palmitate or oleate did not affect insulin-induced Akt phosphorylation (see electronic supplementary material [ESM] Fig. 1). The concentration of glucose in the medium (4.5 g/l vs 1 g/l) did not modify alteration of insulin-induced Akt phosphorylation induced by palmitate. For the analysis of insulin signalling, treated myotubes were incubated with or without 10^−7^ mol/l of insulin for 20 min.

### Isolation of muscle exosomes

Exosomes were purified from conditioned media (CM) either from C2C12 cells [14, 15] or from quadriceps cut into small pieces in serum-free DMEM (24 h). Cell debris and organelles were eliminated by centrifugation at 2,000 *g* for 20 min. The supernatant fraction was further centrifuged at 10,000 *g* for 30 min and then filtered through a 0.22 μm filter. Exosomes were pelleted at 100,000 *g* for 70 min at 4°C (Optima L-80-XP ultracentrifuge, type 50-2Ti rotor; Beckman-Coulter, Villepinte, France). Pellets from a single sample were pooled, resuspended in 25 ml PBS and again centrifuged at 100,000 *g* for 70 min. Finally, the exosome pellet was resuspended in 100 μl PBS. Exosomal proteins were quantified using a Bradford protein assay. A NanoSight (Malvern Instruments, Orsay, France) was employed to measure the size of particles [16]. The number of particles and their movement were recorded for 1 × 60 s and analysed using the NS500 software. Exosomes were visualised by transmission electron microscopy as previously described [15] (ESM Fig. 2).

### Production of C2C12 exosomes containing green fluorescent protein

Non-replicative adenoviruses expressing the green fluorescent protein (adeno-GFP) were generated as previously described [17]. Differentiated C2C12 cells were infected with adeno-GFP for 24 h in differentiation medium. Twenty-four hours later all myotubes had green fluorescence in the cytoplasm indicating that all cells had been infected. Myotubes were washed with PBS to remove both non-integrated adenovirus and exosomes from FBS and then were incubated for another 48 h in exosome-depleted DMEM. GFP-containing exosomes accumulated in CM for 48 h were extracted.

Differentiated C2C12 myotubes were incubated with 2 μg GFP-containing exosomes depleted of viral particles (EXO-GFP) per ml of medium [14, 15]. Forty-eight hours later cells were visualised with a Zeiss Axiovert 200 M Fluorescence/Live cell Imaging microscope equipped with Axiovision software (Carl Zeiss, Marly le Roi, France).

### Microarray data analysis

C2C12 RNA profiling was performed using the Mouse GE 4*44K v2 Microarray kit (Agilent Technologies, Les Ulis, France). Briefly, 100 ng of RNA was labelled with Cy-3 using the Low Input Quick Amp Labeling kit (Agilent Technologies) and microarrays were hybridised and scanned following the manufacturer’s instructions. Microarray analyses were performed with R environment using Agi4x44PreProcess and Limma packages from BioConductor [18]. The dataset is available from the GEO database GSE52048 (www.ncbi.nlm.nih.gov/gds/).

### Quantitative real-time PCR

Quantitative real-time PCR (qRT-PCR) was performed using ABsolute QPCR SYBR Green ROX Mix (Abgene, Courtaboeuf, France) with a Rotor-Gene 6000 system (Corbett Life Science, Qiagen, France). Results were normalised with a reference gene encoding TBP (TATA box binding protein) [19]. PCR primers are listed in ESM Table 1.

### Western blotting

Cells were lysed in RIPA lysis buffer (PBS, 0.1% SDS, 0.5% sodium deoxycholate, 1% Nonidet NP40, 5 mmol/l EDTA, 1 mmol/l Na_3_VO_4_, 20 mmol/l NaF, 1 mmol/l dithiothreitol, protease inhibitors). Proteins were denatured and migrated on 12% SDS-PAGE gels and transferred onto nitrocellulose PVDF (polyvinylidene difluoride) membranes. Membranes were incubated with anti-rabbit antibodies (ESM Table 1). Signals were revealed with Immuno detection kit ECL Luminata Classico (Merck-Millipore, Guyancourt, France) and imager Molecular Image ChemiDocXRS+ (Bio-Rad, Marnes-la-Coquette, France). Protein quantification was achieved using ImageLab 3.0 (Bio-Rad).

### Biodistribution of C2C12 exosomes

Exosomes were pelleted in the presence of 1 μmol/l fluorescent lipophilic tracer DiR (1,1-dioctadecyl-3,3,3,3-tetramethylindotricarbocyanine iodide) (D12731; Invitrogen Life Technologie, Cergy Pontoise, France) by ultracentrifugation (110,000 *g*, 90 min). DiR dye has been used previously for both cell and exosomal tracking in vivo [20]. A washing step was performed by re-suspending the pellet in 25 ml PBS and ultracentrifuging (110,000 *g*, 90 min). The pellet was resuspended in 210 μl PBS. Particle analysis was performed with a NanoSight (Malvern Instruments [16]) to measure the particle size distribution of post re-pelleting with DiR. DiR-labelled exosomes were injected through the tail vein of female C57BL/6 mice (16 g/body weight) for 24 h to obtain the highest amount of fluorescence in each tissue. As a control we injected with mock-PBS-DiR, and performed the same procedures as for the labelling of exosomes but without exosomes (ESM Fig. 3). Mice were then killed and the organs were carefully harvested and imaged for 2 s (exCitation 710 nm, emission 760 nm) using a high-sensitivity CCD camera IVIS Spectrum (PerklinElmer, Sverige, Sweden). As shown in ESM Fig. 3, the free DiR showed a signal, with a total tissue signal about 14–15% that of C2C12-DiR-EXO.

Animal experiments were approved by the Swedish Local Board for Laboratory Animals and performed in accordance with ethical permission and designed to minimise animal suffering and pain.

### Exosome lipidomic analysis

The fatty acid profile of total exosome lipids was determined by fatty acid methyl ester (FAME) analysis. Total lipid extract was trans-esterified in 2 ml of methanol H_2_SO_4_ 2% at 70°C for 1 h. FAMEs were analysed by GC-MS on an Agilent 5975 in series with GC (Hewlett Packard 6890 series) (Agilent Technologies). Quantification was achieved by normalisation with an internal standard of nonadecanoic acid methyl ester and the response factors for the various fatty acids were calculated with weighted methyl ester calibrators FAME mix (Restek, Lisses, France) [21].

### Impedance measurement with the xCELLigence RTCA DP Instrument

The effect of exosomes on C2C12 myoblast proliferative capacities was monitored with the xCELLigence live cell analysis System (Life Science Roche, Meylan, France), which offers dynamic live cell monitoring [22]. One day post-plating, cells were grown in serum-free DMEM and 4.5 g/l glucose supplemented with exosomes, and monitored every 15 min for 24 h [15]. At the end of the experiment, cells were trypsinised, counted and their sizes were determined by using the Scepter 2.0 handheld automated cell counter from Millipore (Guyancourt, France).

### Statistical analysis

All results were expressed as mean ± SEM. A parametric Student’s *t* test was used for mean comparison. A *p* value < 0.05 was considered significant.

## Results

### Lipids modified muscle exosome release

Mice fed with HP for 16 weeks were obese, hyperinsulinaemic and hyperglycaemic (ESM Fig. 4) compared with SD-fed mice. Insulin-induced Akt phosphorylation was altered ex vivo in gastrocnemius muscles of HP-fed mice (Fig. 1a). Muscles of HP- and SD-fed mice were incubated ex vivo for 24 h in serum-free medium and exosomes released into the CM during this time period were extracted by filtration and ultracentrifugation [5, 14, 23] (ESM Fig. 2). The vesicle size distribution displayed a bell-shaped curve (ESM Fig. 2) in agreement with the reported size of exosomes [2, 24]. As shown on Fig. 1b, muscles from HP-fed mice secreted more exosomes than the muscles from SD-fed mice. This result was reproduced in-vitro when C2C12 cells were incubated for 18 h in serum-free medium with palmitic acid only (C16:0), the most abundant saturated fatty acid of palm oil (Fig. 1c, d). This tendency was still observed 9 h post-palmitate incubation compared with cells pre-treated with BSA (Fig. 1e, f). Reducing the concentration of palmitate in the C2C12 medium from 0.5 mmol/l to 0.1 mmol/l led to a decrease in exosomes released (80 μg of exosomes are released from C2C12 treated with 0.5 mmol/l palmitate compared with 30 μg when cells are treated with 0.1 mmol/l palmitate).

**Fig. 1:**
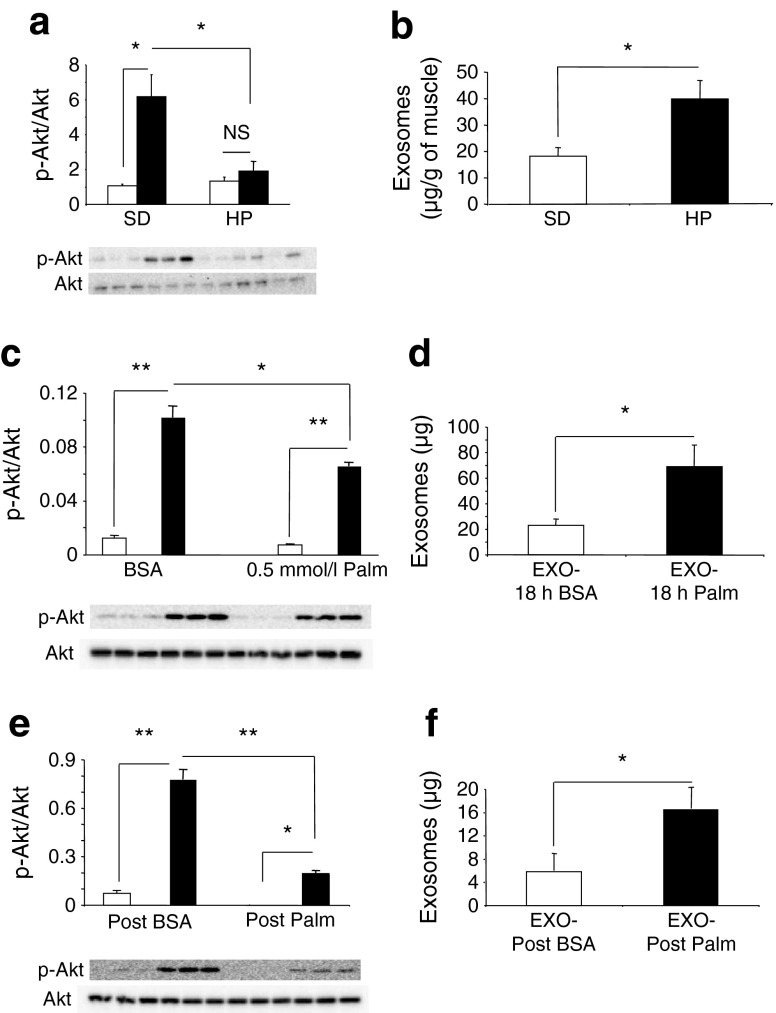
(**a**, **c**, **e**) Phospho-Akt and Akt quantified by western blot in gastrocnemius muscle of SD- and HP-fed mice incubated ex vivo with 10^−7^ mol/l insulin for 15 min (**a**), in C2C12 cells treated with 0.5 mmol/l palmitate (Palm) for 18 h (**c**) and in C2C12 cells 9 h post palmitate treatment (**e**). Data are unitless (phospho-Akt/total Akt intensities). *p < 0.05; **p < 0.01, for indicated comparisons. (**b**, **d**, **f**) Quantities of exosomes released from quadriceps of SD- and HP-fed mice (**b**), from C2C12 cells treated with 0.5 mmol/l palmitate for 18 h (**d**) or from C2C12 cells 9 h post palmitate treatment (**f**). White bars and black bars represent incubation without and with insulin, respectively. *p < 0.05

### Exosomes can transfer proteins between C2C12 myotubes

As we recently demonstrated that exosomes could transfer microRNAs (miRNAs) and proteins between muscle cells [14, 15] we aimed to determine whether myotubes could use the exosomal route to transfer proteins. Myotubes were infected with adeno-GFP protein (Fig. 2a) in order to collect EXO-GFP. Fresh C2C12 myotubes were incubated with EXO-GFP and fluorescence in their cytoplasm was monitored. Forty-eight hours post-incubation, myotubes with fluorescent cytoplasm were detected (Fig. 2b) indicating that exosomes had transferred their GFP contents into recipient myotubes (Fig. 2c). This data suggested that increased release of exosomes from muscle cells incubated with palmitic acid might modify the crosstalk between muscle cells and thus perturb muscle homeostasis

**Fig. 2:**
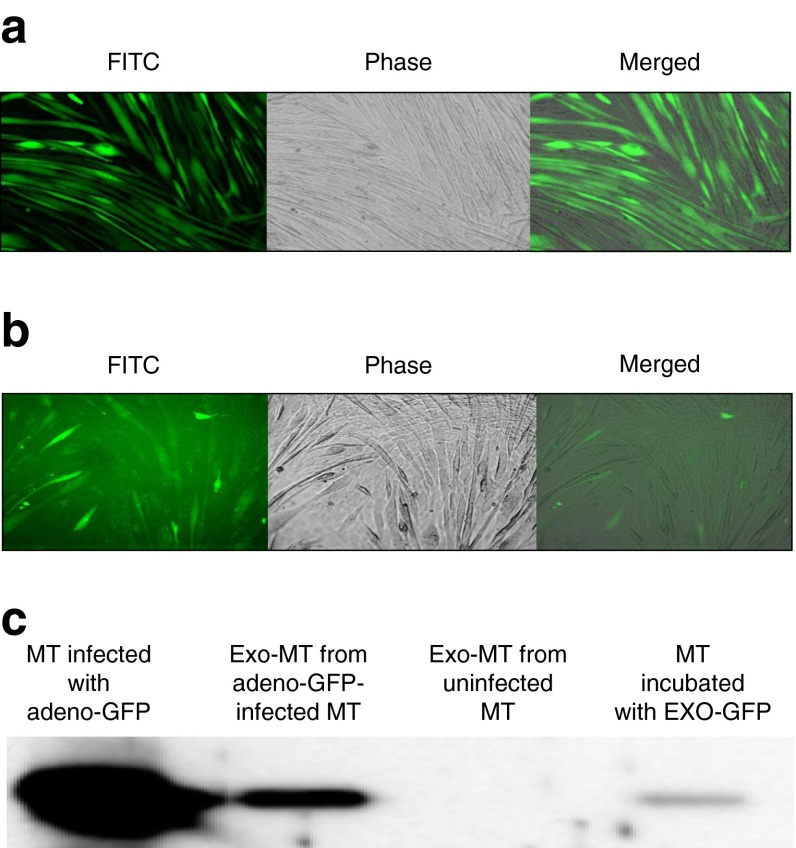
(**a**) C2C12 myotubes (MT) infected with adeno-GFP (magnification × 10). (**b**) MT incubated for 48 h with EXO-GFP released from infected MTs described in (**a**) (magnification × 20). (**c**) Western blot detection of GFP in infected MTs (1 μg) or in their released EXO-GFP (1 μg) or in MTs incubated with EXO-GFP (50 μg); Exo-MT, exosomes from myotubes

### EXO-Post Palm increased the Akt content of recipient muscle cells

To determine whether palmitate treatment affected the biological properties of muscle-released exosomes, differentiated myotubes were incubated with exosomes from cells pre-treated with BSA or palmitate [14, 15]. To ensure that exosomes were not contaminated with cell-free palmitate we used exosomes collected 9 h after palmitate removal from the medium (EXO-Post Palm). As shown in Fig. 1e, insulin-induced Akt phosphorylation was still altered during this time period, indicating that the effect of palmitate was not lost. Results indicated that incubation with EXO-Post Palm, compared with EXO-Post BSA, induced an increase in the total Akt content of the recipient myotubes (Fig. 3a). An increase in the Akt level was also found when examining quadriceps-released exosomes from HP-fed mice (EXO-HP) vs SD-fed mice (EXO-SD) (Fig. 3b). By contrast, EXO-Post Palm and EXO-HP did not significantly affect insulin-stimulated Akt phosphorylation (data not shown), indicating that they did not transfer lipid-induced insulin-resistance between muscle cells.

**Fig. 3:**
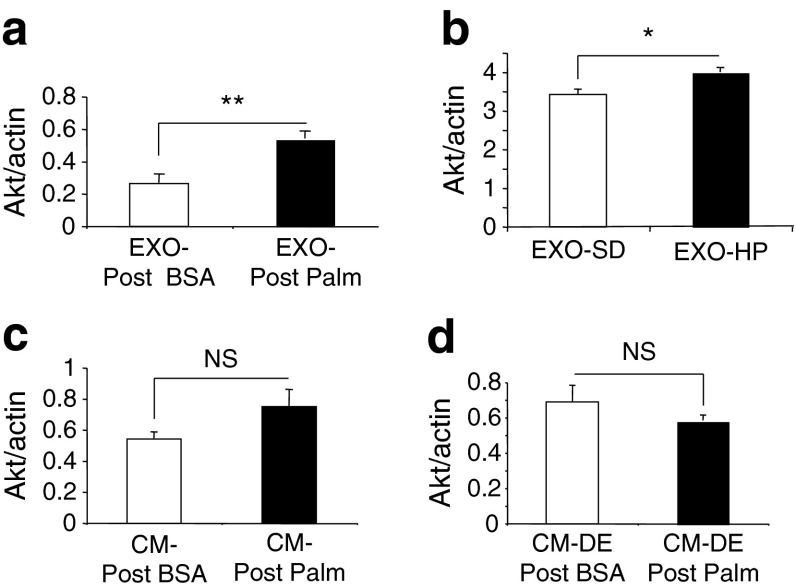
Akt quantified by western blot. Actin was used as loading control. Data are unitless (total Akt/actin intensities). (**a**, **b**) C2C12 myotubes incubated with C2C12-released exosomes collected from cells pre-treated with EXO-Post Palm vs EXO-Post BSA (**a**) or with quadriceps-released exosomes from HP-fed mice vs SD-fed mice (**b**). (**c**, **d**) C2C12 myotubes incubated with CM of cells pre-treated with palmitate (CM-Post Palm) (**c**) or with CM-Post Palm depleted of exosomes (CM-DE) (**d**)

To determine the specific effects of exosomes compared with the global medium from palmitate-treated C2C12 cells, conditioned medium (CM-Post Palm) was divided during exosome extraction. Although not significant, CM-Post Palm induced an increase in the total Akt level (Fig. 3c) as did the exosomal fraction alone. CM-Post Palm depleted of exosomes had no effect on Akt level (Fig. 3d), indicating that exosomes likely participated in the effect of CM on total Akt in C2C12 cells.

### EXO-Post Palm modified expression of genes involved in cell cycle and muscle differentiation in recipient myotubes

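C2C12 is a mouse muscle cell line whose myoblasts fuse into myotubes. The recipient cells are called myotubes in the paper, while the labels of the deposited arrays give the cell type as myoblast. The exosomes came from other C2C12 cultures treated with palmitate at 0.5 mmol/l or with BSA. According to the paper they were collected 9 h after palmitate had been removed, which the labels of the arrays do not mention. Recipient cells received them for 24 h, and 100 ng of RNA from each culture was labelled with Cy-3 and hybridised to a 1-colour Agilent mouse array. Data from 4 EXO-Post BSA and 3 EXO-Post Palm arrays, labelled as biological replicates, were analysed. The authors deposited the intensity that the scanner software wrote for each of 44397 spots per array, background-subtracted but not normalised between arrays, and a table of log2 values. The arrays stood on 4 slides. Slide 1 held EXO-Post BSA replicates 1 and 2 with EXO-Post Palm replicate 1. Slide 3 held EXO-Post BSA replicate 4 with EXO-Post Palm replicate 3, and the other slides held 1 array each. The text of the paper names the R packages used but gives no normalisation, probe filter or threshold for the arrays, and its general statistics name Student's t-test. Here the intensities were taken to log2 and the 75th percentile of each array was subtracted, so a value of 0 is the 75th percentile. That percentile lay between 549.4 and 1621. Between 19125 and 27720 of 39429 probes per array were well above background by the scanner software's own test. The 21589 probes that passed it on at least 75% of the arrays of 1 group were compared with limma, and p-values were adjusted by the Benjamini-Hochberg method. The number of arrays limits the precision of every value.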

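By limma, 115 of 21589 probes differed between the groups at an adjusted p under 0.05, of which 100 were higher and 15 lower with EXO-Post Palm. They belonged to 108 gene names, 93 higher and 15 lower. The count moved most with no adjustment of p, to 2169 probes, of which 1048 were higher and 1121 lower, so the excess of rises was not seen over this wider set. Many probes are expected to pass there by chance in either direction, so that set cannot decide about the excess. With the smallest folds of ESM Table 2 (1.91 up or 0.53 down) also required, 440 were higher and 387 lower. In each of the 115 probes all 3 EXO-Post Palm arrays lay on the same side of all 4 EXO-Post BSA arrays, as did 11% of all tested probes, where chance gives 5.71%. A model with slide as a block also gave 115 probes, and 78 were shared by both models. In that model only slides 1 and 3 inform the difference. EXO-Post BSA replicate 3 and EXO-Post Palm replicate 2 each stood alone on a slide and add nothing to it. Without a probe filter no probe passed by limma, although 1900 had an unadjusted p under 0.05. The count also rested on single arrays, with 7 probes without EXO-Post Palm replicate 1, 228 without EXO-Post Palm replicate 2 and 4 without EXO-Post Palm replicate 3. Among the probes that passed, the largest fitted rises were those of Npy1r, by 4.74 on the log2 scale (standard error 0.795, limma adjusted p = 0.0476), Cxcl5 and Cck. Npy1r was well above background on 2 of the 4 EXO-Post BSA arrays, and it passed in 1 of the 7 models that leave out an array. Among the fitted rises, those of the transcript NAP102625-1 and of Apln are given no fold, because both were well above background on none of the EXO-Post BSA arrays. A further NAP102625-1 probe, well above background on all 7 arrays, rose by 2.18 on the log2 scale. The largest fitted falls were those of Zfp185 (-2.83), Car12 (-2.52), Stra6 (-2.52), Nov (-2.34) and Gm12824 (-2.24). Of the EXO-Post Palm arrays, 1 was well above background for Zfp185, Stra6 and Nov, and 2 for Car12, so the size and order of these falls rest on signal near background. With local background subtracted and low values raised to a floor, the falls were -1.05 for Zfp185, -1.66 for Car12, -0.92 for Stra6 and -0.69 for Nov, of which Car12 still passed. Nov did not pass with slide as a block either (adjusted p = 0.0523). ESM Table 2, the paper's own list, gives 241 probes with a fold for each, 164 higher and 77 lower. Of these, 240 passed the filter and all 240 had the table's direction. The adjusted p was under 0.05 for 73 of them, and for 236 when adjusted over the list alone, which is not independent evidence because the study chose the list on these arrays. Across these probes, which are not independent replicates, Pearson's r between the table's log2 folds and those computed here was 0.979 and Spearman's rho was 0.957. The median absolute difference was 0.21 on the log2 scale. With the authors' processed values it was 0.04, and Pearson's r was 0.993.

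**Figure D1:**
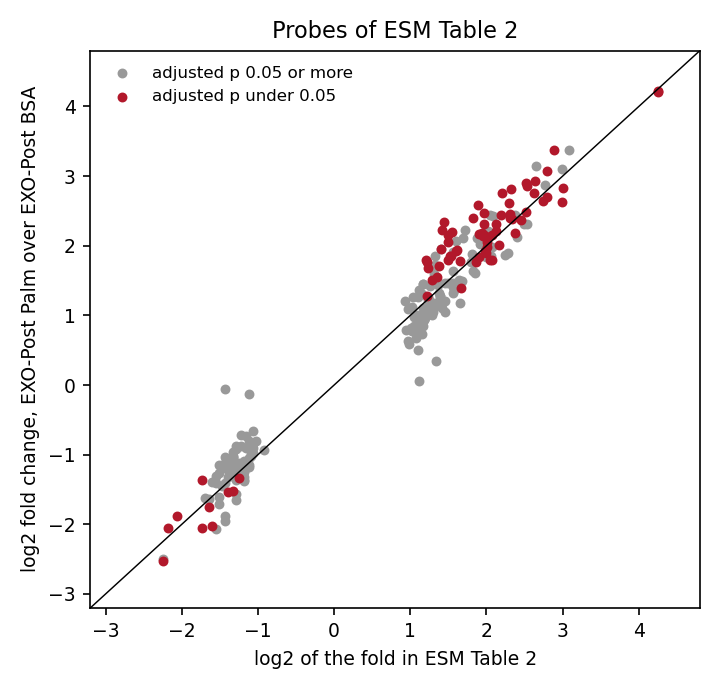
Log2 fold change of EXO-Post Palm over EXO-Post BSA computed from the arrays (vertical axis) against the log2 of the paper's fold (horizontal axis), 1 point per probe of ESM Table 2, with red points for a limma adjusted p under 0.05 and the line of equal values. All 240 tested probes lie on the same side of 0 on both axes, and 73 are red.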

Myotubes were incubated either with EXO-Post BSA or EXO-Post Palm in serum-free medium for 24 h and their transcriptomes were analysed by microarrays. mRNA levels of 240 genes were significantly modified in response to EXO-Post Palm (163 genes were upregulated and 77 were downregulated) compared with EXO-Post BSA (ESM Table 2). 

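Cell cycle genes were examined with lists of G2/M genes and of S phase genes that had been fixed without reference to this study. Of the 54 G2/M genes, 49 were tested, and 48 of them were higher with EXO-Post Palm. Their median log2 fold change was 1.95 (adjusted p = 7.70e-52 from limma's camera, which compares a list with all other genes and assumes a correlation of 0.01 between genes). Nuf2 rose most (log2 fold change 2.89, standard error 0.332, limma adjusted p = 0.0112), and the single gene that was lower was Psrc1 (-0.42, adjusted p = 0.864). On their own, 21 of the 49 genes passed an adjusted p of 0.05, all higher, and 39 did so when adjusted over the list alone. ESM Table 2 contains 30 of the 49, and the other 19 had a median of 0.63. The median difference from the EXO-Post BSA mean was 1.82, 1.32 and 2.53 on EXO-Post Palm replicates 1, 2 and 3. With slide as a block the median was 2.14. The alternative that moved it most was quantile normalisation after subtraction of the local background with low values raised to a floor, where it was 1.28. For the 35 S phase genes tested, 28 were higher and the median was 0.51 (camera adjusted p = 4.73e-10), with 0.75 under the slide block. None of the 35 is in ESM Table 2. No S phase gene passed an adjusted p of 0.05 by limma, 13 did when adjusted over the list alone, and 19 had an unadjusted p under 0.05. The largest rise was that of Mlf1ip (1.55, adjusted p = 0.157). Both lists also passed with limma's fry (adjusted p = 0.00426 for G2/M and 0.0188 for S phase) but not when camera estimated the correlation between the genes (adjusted p = 0.0567 for both). Of the gene names that passed on their own, 22 of 93 that were higher (23.7%) and 0 of 15 that were lower are on either list (Fisher's exact test, 2-sided, p = 0.0375). The difference in shares was not past 0.05 with slide as a block (Fisher's exact p = 0.115). Among the paper's genes in ESM Table 2 the same counts are 30 of 163 and 0 of 77 (Fisher's exact test, p = 4.33e-06).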

Functional enrichment analyses (Babelomics 4.3), comparing the 163 upregulated genes with the 77 downregulated genes, revealed that ‘cell cycle’, ‘mitosis’ and ‘DNA metabolic process’ genes were significantly enriched in the upregulated genes (Fig. 4). 

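A list of 90 tested genes for collagens, integrins, cadherins, laminins and related proteins had a median log2 fold change of -0.14 with EXO-Post Palm, and 35 of the genes were higher. Its camera adjusted p was 0.0619, which did not pass 0.05. With slide as a block the median was -0.20 and the adjusted p 0.0258. Lama2 fell most (-3.23, adjusted p = 0.6) and Tgfbi rose most (1.86, adjusted p = 0.0702). Tgfbi passed with slide as a block (2.28, adjusted p = 0.0353) and in 1 of the 7 models that leave out an array. By limma 1 gene of the list passed on its own, 9 did when adjusted over the list alone, and 8 of the 90 are in ESM Table 2. ESM Table 2 puts 8 probes under cell adhesion, 4 higher and 4 lower, and each had the table's direction here. Cd53 (2.17) and Troap (2.34) passed an adjusted p of 0.05, both higher. Cd53 passed in 5 and Troap in 2 of the 7 models that leave out an array. With local background subtracted and low values raised to a floor, Cd53 was at 1.47 and Troap at 0.83. The 4 lower were Cdh11 (-1.71), Cyr61 (-1.02), Efnb1 (-1.36) and Itgam (-1.63, with another probe of the gene in the opposite direction), none of which passed. All 4 probes under collagen were lower, of which Col8a1 (-2.06) and Colec10 (-1.34) passed, while Col1a1 (-1.64, adjusted p = 0.0701) and Col5a3 (-1.33, adjusted p = 0.234) did not. Neither Col8a1 (adjusted p = 0.0834) nor Colec10 (adjusted p = 0.144) passed with slide as a block. Timp3, under extracellular matrix, had a log2 fold change of -1.44 (adjusted p = 0.0699). Of 45 genes of terminal muscle differentiation, 13 were higher and the median was -0.17 (camera adjusted p = 0.0110). The fry test of this list gave an adjusted p of 0.0543, and the median under the slide block was -0.19 (camera adjusted p = 0.000164). Neb fell most (-1.40, adjusted p = 0.503) and Des rose most (0.50, adjusted p = 0.446). No gene of this list passed by limma, over all probes or when adjusted over the list alone, and 9 had an unadjusted p under 0.05.

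**Figure D2:**
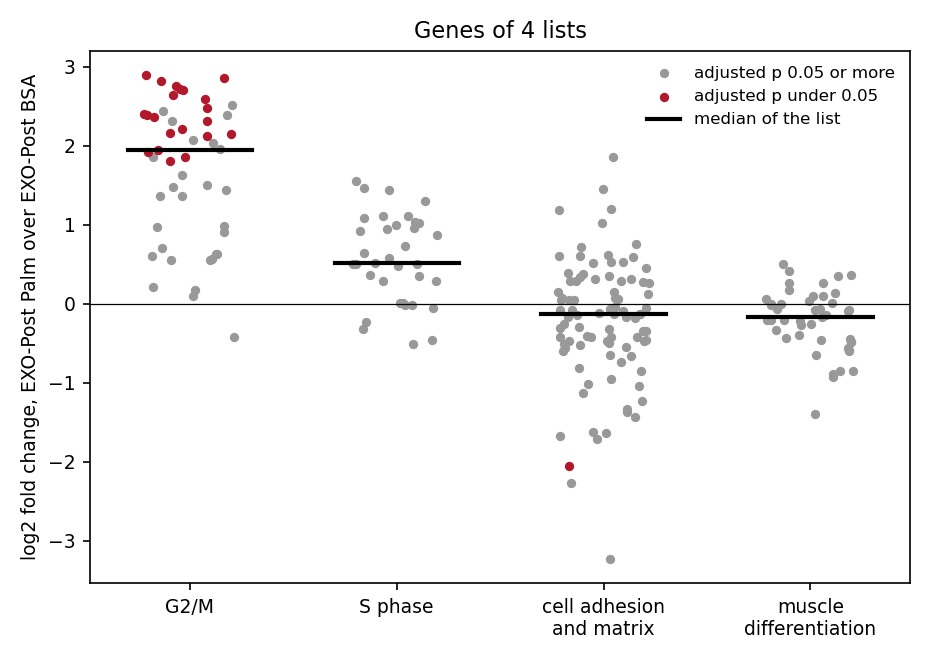
Log2 fold change of EXO-Post Palm over EXO-Post BSA (vertical axis) for each gene of 4 lists, 1 point per gene, with red points for a limma adjusted p under 0.05 and a bar at the median of the list. The medians are 1.95 for G2/M, 0.51 for S phase, -0.14 for cell adhesion and matrix and -0.17 for muscle differentiation.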

The 77 significantly downregulated genes were involved in ‘cell adhesion’, ‘cell differentiation’, ‘development’ and ‘protein metabolic process’ (Fig. 4). Microarray data were confirmed by measuring *Ccnd1*, *Il*-*6* and *Slc2a4* (*Glut4*) mRNA levels (ESM Table 2 and Fig. 5a). In addition, we found a downregulation of *Myog* and *Myod1*, two markers of muscle cell terminal differentiation, in cells treated with EXO-Post Palm (Fig. 5a).

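On the arrays, the probe for Ccnd1 covers positions 152116202 to 152116261 of chromosome 7 (mm9, minus strand). Its log2 signal was -0.27 ± 0.26 (SD, n = 4 arrays) with EXO-Post BSA and 1.51 ± 0.52 (SD, n = 3) with EXO-Post Palm. The log2 fold change was 1.77 (standard error 0.283, limma adjusted p = 0.0421). It stayed between 1.52 and 2.04 with each array left out in turn, but the adjusted p was then 0.0528 to 0.157, and it was 0.0598 with slide as a block (log2 fold change 1.66). The probe for Il6 lies on chromosome 5 from 30346367 to 30346426. Its signal was -3.68 ± 0.26 (SD, n = 4) with EXO-Post BSA and -0.54 ± 1.66 (SD, n = 3) with EXO-Post Palm. The log2 fold change of 3.14 (standard error 0.646) had a limma adjusted p of 0.105. The EXO-Post Palm arrays were far apart, at -0.30, -2.30 and 1.00, and without replicate 2 the change was 4.02 with an adjusted p of 0.0112. Without replicate 3 it was 2.37 (adjusted p = 0.235), and leaving out any of the other 5 arrays gave an adjusted p of 0.181 or more. With slide as a block, to which EXO-Post Palm replicate 2 adds nothing, it was 4.05 (adjusted p = 0.0327). For Slc2a4, whose probe lies on chromosome 11 from 69756073 to 69756132, the signal was -1.45 ± 0.11 (SD, n = 4) with EXO-Post BSA and -2.30 ± 0.12 (SD, n = 3) with EXO-Post Palm. The log2 fold change was -0.85 (standard error 0.188, limma adjusted p = 0.133), or -0.94 with slide as a block. For each of the 3 genes the groups did not overlap (exact permutation test, 2-sided, p = 0.0286, the smallest that 4 arrays against 3 allow).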

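Myog and Myod1 were measured by qRT-PCR in the paper and are not in ESM Table 2. On the arrays, the Myog probe (chromosome 1 of mm9, 136188874 to 136188933) had a log2 signal of 5.58 ± 0.28 (SD, n = 4 arrays) with EXO-Post BSA and 5.51 ± 0.21 (SD, n = 3) with EXO-Post Palm. The log2 fold change of -0.07 (standard error 0.228) was smaller than the spread between replicates (limma adjusted p = 0.942; exact permutation test, p = 0.686). The Myod1 probe (chromosome 7, 53633956 to 53634015) had a signal of 1.70 ± 0.51 (SD, n = 4) with EXO-Post BSA and 1.74 ± 0.56 (SD, n = 3) with EXO-Post Palm. Its log2 fold change of 0.03 (standard error 0.354) was again within the spread (limma adjusted p = 0.986; exact permutation test, p = 0.914). On slide 1 the signal of Myod1 was 1.30 and 1.23 with EXO-Post BSA and 1.22 with EXO-Post Palm. On slide 3 it was 2.23 with EXO-Post BSA and 1.66 with EXO-Post Palm. With slide as a block the log2 fold change was -0.27 (standard error 0.267) for Myod1 and -0.15 (standard error 0.250) for Myog, neither past an adjusted p of 0.05. A difference of the size of the standard error, or somewhat larger, is not detectable with these arrays. From its qRT-PCR values for Myog and Myod1, the paper concludes in its Discussion that EXO-Post Palm perturbed the myotube phenotype. It links Ccnd1 mRNA and Akt protein to myoblast proliferation, which it measured by growth curves (Fig. 6).

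**Figure D3:**
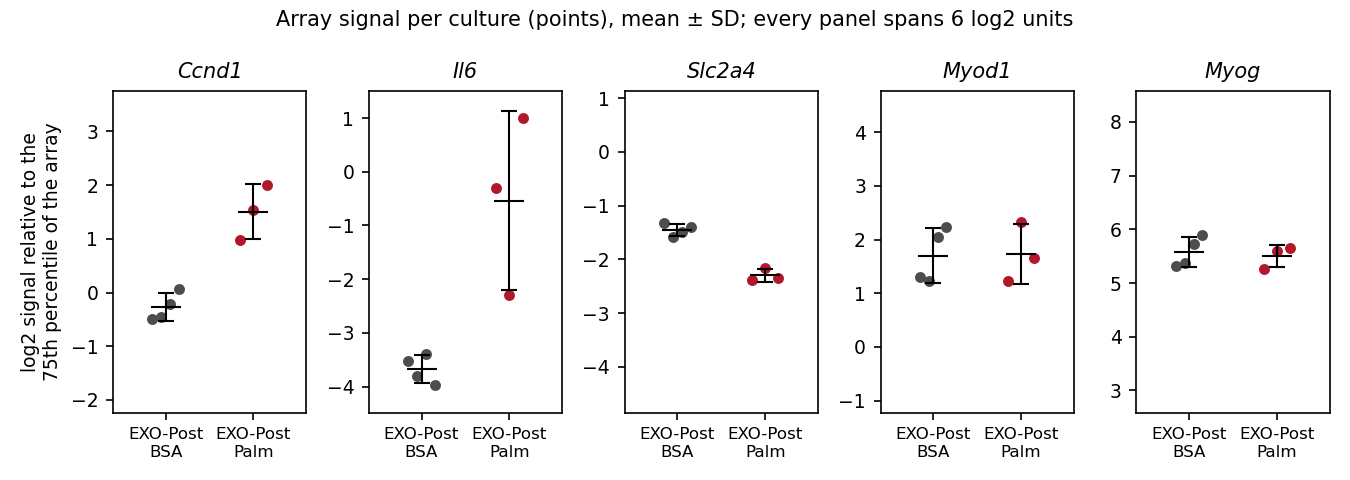
Log2 signal relative to the 75th percentile of the array (vertical axis) for the 5 genes that the paper measured by qRT-PCR, 1 point per culture, with bars for the mean ± SD of 4 EXO-Post BSA and 3 EXO-Post Palm arrays; each panel spans 6 log2 units. The groups are apart for Ccnd1, Il6 and Slc2a4 and overlap for Myod1 and Myog.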

**Fig. 4:**
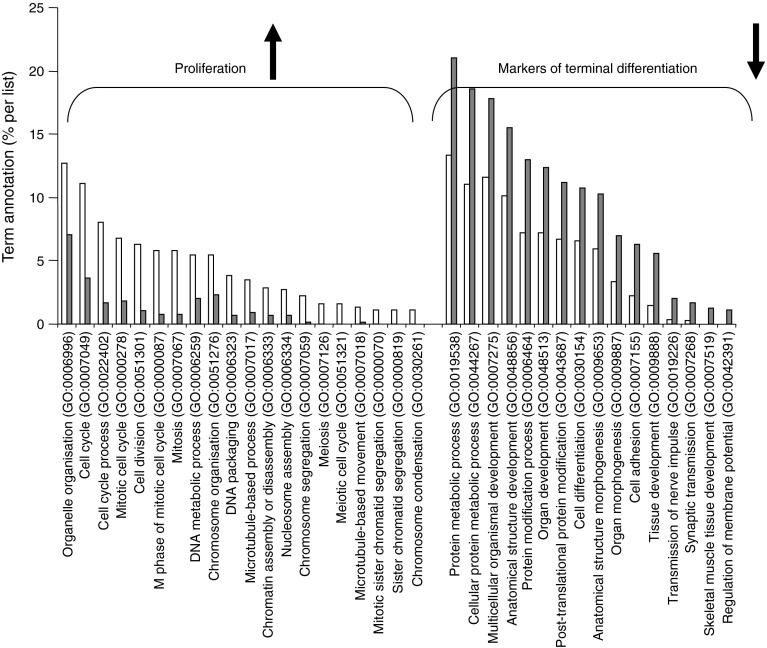
Gene ontology (GO) pathways (levels from 3 to 9) significantly enriched in genes differentially regulated in C2C12 cells treated with EXO-Post Palm vs EXO-Post BSA (*p* < 0.05). White bars, upregulated genes; grey bars, downregulated genes

**Fig. 5:**
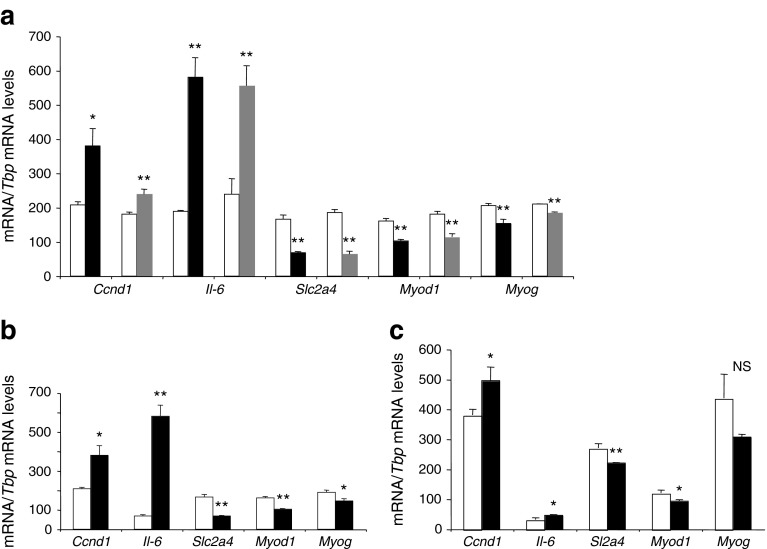
Expression levels of *Ccnd1*, *Il*-*6*, *Slc2a4*, *Myod1* and *Myog* quantified by qRT-PCR. (**a**) C2C12 cells pre-treated with EXO-Post BSA (white bars), EXO-Post Palmitate (black bars) or EXO-Post Oleate (grey bars). (**b**) C2C12 cells pre-treated with palmitate (black bars) or BSA (white bars). (**c**) mRNA expressions in gastrocnemius muscle of SD (white bars) or HP (black bars) mice. All data are unitless (mRNA/*Tbp* mRNA level). *n* = 4 biological replicates; *p < 0.05, **p < 0.01 vs EXO-Post BSA, BSA or SD

### EXO-Post Palm affected C2C12 proliferation

As the biological effect of exosomes was studied on unproliferative C2C12 myotubes, we wondered whether the increase in *Ccnd1* mRNA level involved in the regulation of cell cycle resulted from a residual myoblast population. Myoblasts were grown in serum-free medium complemented with EXO-Post BSA or EXO-Post Palm. The cell growth curves were automatically recorded every 15 min for 48 h. As shown in Fig. 6a, b, EXO-Post Palm induced myoblast proliferation compared with EXO-Post BSA. These effects were not associated with modification of mean cell sizes (Fig. 6c–e).

**Fig. 6:**
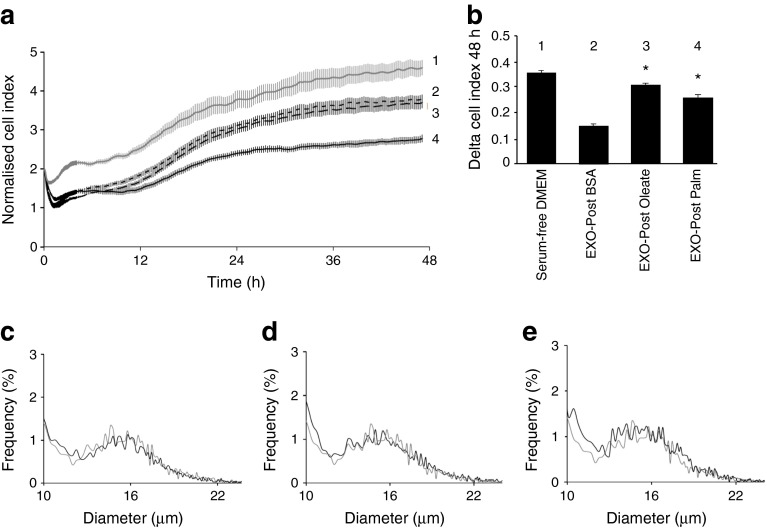
C2C12 myoblasts (*n* = 8) were incubated with serum-free DMEM supplemented with EXO-Post Palm or EXO-Post Oleate. (**a**, **b**) Impedance measurement with the xCELLigence System. (**a**) The presence of the cells on top of the electrodes will affect the local ionic environment at the electrode/solution interface, leading to an increase in the electrode impedance. The more cells attached to the electrodes, the larger the increase in electrode impedance. (**b**) Data is graphed as ‘Delta Cell Index’, which is the change in impedance from the time point immediately after cells were added (*p < 0.05 vs EXO-Post BSA). (**c**–**e**) Myoblast sizes determined by the Scepter 2.0 handheld automated cell counter after 48 h proliferation. (**c**) Serum-free DMEM (grey line) or EXO-Post BSA (black line). (**d**) EXO-Post BSA (grey line) or EXO-Post Palm (black line). (**e**) EXO-Post BSA (grey line) or EXO-Post Oleate (grey line)

### Exosomes transferred lipids between muscle cells

We observed that *Slc2a4*, *Myod1*, *Myog*, *Ccnd1* and *Il*-*6* mRNA levels were altered in the same direction both in muscle cells used to collect exosomes (muscle cells of HP-fed mice vs SD-fed mice; C2C12 cells treated with palmitate vs BSA) (Fig. 5b, c) and in the recipient C2C12 cells treated with those exosomes (Fig. 5a). From these data we suspected that exosomes from palmitate-treated cells could potentially transfer the effect of palmitate by transferring lipid messengers between cells. We performed a lipidomic analysis to determine whether treatment with palmitate had modified the exosome composition. Exosomes released from cells treated with palmitate were enriched in palmitate compared with exosomes from cells treated with BSA (Fig. 7), suggesting that EXO-Post Palm could transfer palmitate between muscle cells. To determine whether such transfer might occur with other fatty acids, we incubated C2C12 myotubes with exosomes collected from cells pre-treated with oleate (EXO-Post Oleate), the most abundant unsaturated fatty acid of palm oil. In contrast with palmitate, oleate did not alter insulin-stimulated Akt phosphorylation in muscle cells (ESM Fig. 1). However, compared with EXO-Post BSA, EXO-Post Oleate altered the expression of *Ccnd1*, *Il*-*6*, *Slc2a4*, *Myod1* and *Myog* in C2C12 myotubes in a similar manner to EXO-Post Palm (Fig. 5a). EXO-Post Oleate also induced myoblast proliferation (Fig. 6).

**Fig. 7:**
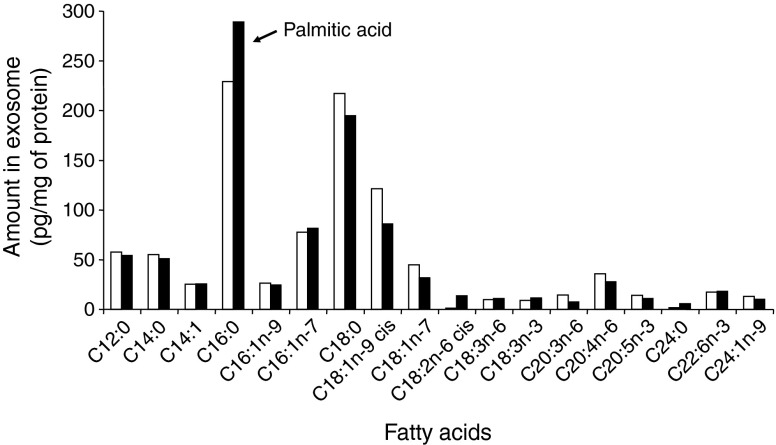
Quantification of fatty acids in exosomes. EXO-Palm (black bars) and EXO-BSA (white bars) from C2C12 treated for 18 h with BSA or palmitate

### Biodistribution of exosomes from muscle cells

EXO-Post Palmitate or EXO-Post BSA labelled with fluorescent lipophilic dye DiR were injected into the tail vein of mice. Twenty-four hours post-injection, the mice were killed and fluorescence was monitored in various tissues. Figure 8 shows that most of the exosomes went to the liver, spleen and lungs but fluorescence was detected in all analysed tissues. Both types of exosome (BSA vs palmitate) targeted the same tissue.

**Fig. 8:**
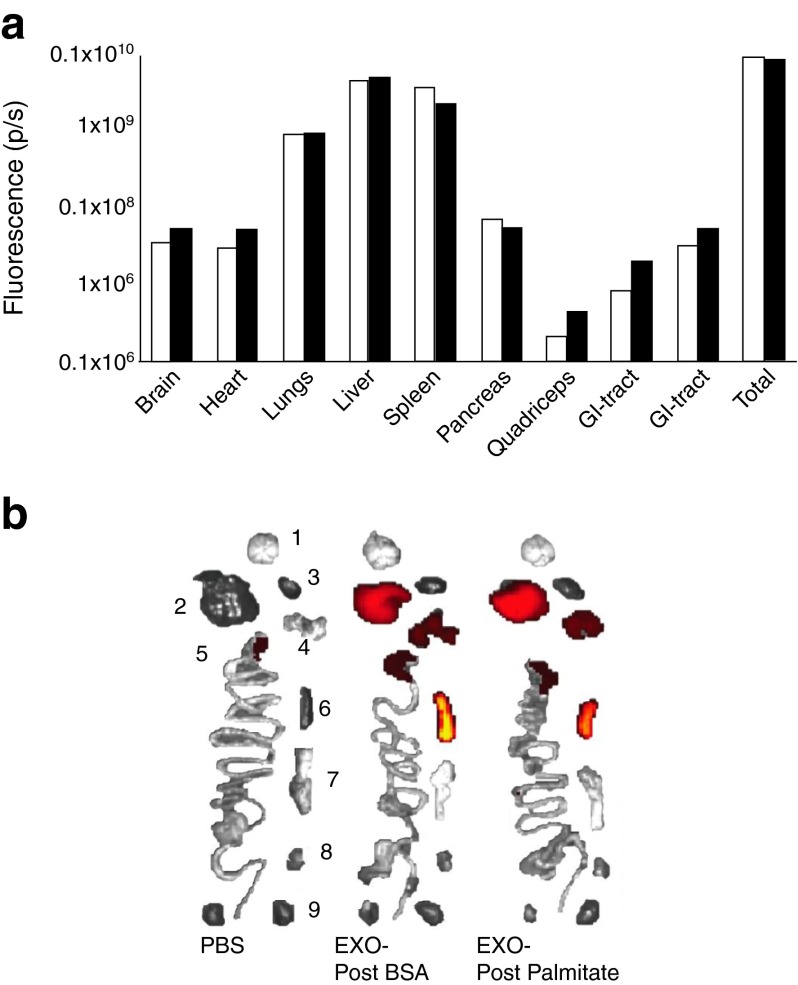
Biodistribution of C2C12 exosomes. EXO-Post BSA (6.02 × 10^10^ particles/ml; white bars) and EXO-Post palmitate (3.44 × 10^10^ particles/ml; black bars) were used for tail injection in C57Bl/6 mice. (**a**) Quantification of fluorescent signals for each organ, normalised to background. (**b**) Organs targeted by C2C12 DiR exosomes; 1 = brain, 2 = liver, 3 = heart, 4 = lungs, 5 = gastrointestinal tract, 6 = spleen, 7 = pancreas, 8 = quadriceps, 9 = kidney

## Discussion

Palmitic acid is the most abundant systemic saturated NEFA of palm oil and has received considerable attention in investigations of metabolic consequences of dietary lipids since it is suspected to participate in the onset of IR in SkM [25, 26]. In this context it has been demonstrated that palmitate-induced IR in C2C12 myotubes is associated with impaired expression of myokines (i.e. irisin, CTRP15 [family with sequence similarity 132, member B] and FGF21 [fibroblast growth factor 21]) known for their potential beneficial roles in metabolic diseases [27]. In agreement, irisin in plasma is reduced in type 2 diabetes by 50% [28]. These data indicated that under chronic elevation of plasma NEFA SkM may secrete specific signals that would act either as ‘paracrine-like’ signals by locally perturbing muscle homeostasis or as ‘endocrine-like’ signals by targeting other insulin-sensitive tissues. In this study, HP-fed mice consuming a standard diet enriched with 20% palm oil for 16 weeks presented marked obesity, hyperinsulinaemia and hyperglycaemia compared with SD-fed mice. Moreover, they displayed altered Akt phosphorylation in response to insulin and reduced expression of *Slc2a4* mRNA in SkM. Interestingly, HP-fed mice were also found to have reduced mRNA levels of *Myod1* and *Myog*, two markers of muscle differentiation, and increased mRNA level of *Ccnd1*, indicating that palm oil had a deep impact on muscle homeostasis in addition to IR.

The first finding of our study is that feeding mice with palm oil modified the rate of exosome secretion from SkM ex vivo. This was confirmed in vitro by showing that increasing the amount of palmitate in the medium of C2C12 cells induced an increase in exosome release. It is possible that de novo synthesis of ceramides from palmitate could contribute to an increase in intracellular exosome formation as exosome membranes are enriched in ceramides and intracellular ceramide levels are involved in exosome secretion by permitting the inward budding of MVBs [29, 30]. Here, we did not quantify ceramides in exosomes but we found a marked enrichment in palmitic acid after treatment of C2C12 cells indicating that there was a modification of the lipid composition of exosomes. In addition, palmitate-induced exosome release could also occur through the palmitoylation of proteins involved in invagination of endosomal membranes (i.e. proteins involved in the ESCRT [endosomal sorting complex required for transport] machinery [31]), possibly leading to modifications of the proteins’ subcellular localisation, stability, trafficking, translocation to lipid rafts, aggregation and interactions with new effectors [32].

Although palmitate treatment does not reproduce exactly the in vivo situation where a mixture of fatty acids exists provided by the diet, these results support the notion that excessive concentration of circulating saturated fatty acids might modify exosome secretion from SkM in vivo.

We have previously shown that muscle-released exosomes are involved in the process of myogenesis, being able to transfer proteins and miRNAs from differentiated myotubes to proliferating myoblasts [14, 15]. In this study we further demonstrated that exosomes can also transfer their protein contents between differentiated muscle cells. Thus we postulated that in response to palm oil, muscle cells might secrete exosomes able to transfer part of the deleterious effect of palm oil to neighbouring cells. Our data showed that palmitate-induced IR is not transferred between muscle cells through the exosomal route. However, EXO-Post Palm, as well as EXO-HP, was able to perturb the myotube phenotype (i.e. decrease in *Myog* and *Myod1* mRNA levels) and to induce myoblast proliferation (i.e. increase in Akt protein and *Ccnd1* mRNA levels). Interestingly, these alterations in genes expressions were similar to those observed in vivo in muscles of HP-fed mice or in palmitate-treated C2C12 cells. These results indicate, therefore, that muscle-released exosomes can likely transfer the deleterious effect of palm oil between muscle cells by transferring lipids and thus may participate in vivo in the alterations of muscle homeostasis in high-fat diets.

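The arrays cover recipient cells of EXO-Post Palm and EXO-Post BSA. ESM Table 2 gives 20 probes under secreted proteins, 16 higher and 4 lower, and all 20 had the table's direction here. The adjusted p from limma was under 0.05 for 10 of them, 9 higher and 1 lower, and for 20 when adjusted over the list alone, a list that the study chose on these arrays. The log2 fold changes ran from -2.07 to 4.22. Cck rose by 4.20 on the log2 scale (standard error 0.586, adjusted p = 0.0240), from -2.51 ± 0.52 (SD, n = 4 arrays) with EXO-Post BSA to 1.70 ± 1.38 (SD, n = 3) with EXO-Post Palm. EXO-Post BSA replicate 1 lay above the other 3 arrays of its group for Cck. With each array left out in turn the change stayed between 3.57 and 4.94, and the adjusted p, 0.0107 to 0.108, was under 0.05 only without EXO-Post BSA replicate 1 or EXO-Post Palm replicate 2. Kng1 rose by 3.37 (standard error 0.553). For Angptl7 and Angptl4 the changes were 2.20 (adjusted p = 0.0143) and 1.70 (adjusted p = 0.0436). With 1 array left out, Angptl4 passed only without EXO-Post Palm replicate 2 (adjusted p 0.0144 to 0.144 over the 7 arrays). Igfbp3 was lower (-2.05, adjusted p = 0.0414). It was well above background on 2 of the 3 EXO-Post Palm arrays. With local background subtracted and low values raised to a floor, its fall was -1.13. Kng1 passed in 2, Angptl7 in 5 and Igfbp3 in 1 of the 7 models that leave out an array. The Igf1 probe of the table had a log2 fold change of -1.26 (adjusted p = 0.0564), and another Igf1 probe, outside the table, passed at -1.27 but not with slide as a block (adjusted p = 0.158) or with any 1 array left out (0.0778 to 0.211).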

EXO-Post Palm or EXO-HP modified the expression of genes encoding 20 secreted proteins in recipient myotubes (ESM Table 2). Among them, *Cxcl1* and *Cxcl5* have been found to be altered in the serum of patients with type 2 diabetes [33, 34]. 

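In the recipient myotubes, the Cxcl1 probe (chromosome 5 of mm9, 91321845 to 91321904) had a log2 signal of -2.83 ± 0.53 (SD, n = 4 arrays) with EXO-Post BSA and 0.04 ± 1.31 (SD, n = 3) with EXO-Post Palm. The log2 fold change was 2.87 (standard error 0.566) with a limma adjusted p of 0.0862. Without EXO-Post Palm replicate 2 it was 3.55 (adjusted p = 0.0159) and without EXO-Post Palm replicate 3 it was 2.23 (adjusted p = 0.234). Leaving out any of the other 5 arrays gave an adjusted p of 0.111 or more. Slide as a block, to which EXO-Post Palm replicate 2 adds nothing, gave 3.35 (adjusted p = 0.0385). The Cxcl5 probe, on the same chromosome from 91190490 to 91190549, had a signal of -0.67 ± 0.31 (SD, n = 4) with EXO-Post BSA and 3.55 ± 0.98 (SD, n = 3) with EXO-Post Palm. Its log2 fold change of 4.22 (standard error 0.423, limma adjusted p = 0.0108) stayed between 3.77 and 4.73 with each array left out in turn. The adjusted p was 0.0550 without EXO-Post Palm replicate 1 and 0.0547 without EXO-Post Palm replicate 3.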

We validated the upregulation of *Il*-*6*, the gene encoding IL-6, one of the several pro-inflammatory cytokines associated with IR and type 2 diabetes [35]. In vitro studies have suggested that IL-6 plays a part in myogenesis and muscle atrophy [36, 37]. Thus these data support the concept that in addition to altering muscle homeostasis, muscle-exosomes are able to modulate the expression of several myokines, hence suggesting a potential role for these extracellular vesicles in whole-body homeostasis during lipid-induced IR.

Until now the mechanism of exosome uptake by target cells has been poorly understood. Integrins and tetraspanins [38], as well as cell-surface heparan sulfate proteoglycans, have been implicated in exosome uptake and internalisation [39]. However, despite the fact that exosomes can be used for the delivery of small RNAs and anti-inflammatory agents to target cells in vivo [40, 41] it is not known whether exosomes have restricted tissue specificities. Indeed, in these previous studies exosomes were modified in order to target tissues of interest. We have shown recently that, in vitro, myotube-released exosomes can transfer siRNA and miRNA to myoblasts [14]. Importantly, we found in the present study that fluorescently labelled muscle-released exosomes intravenously injected into mice were incorporated into various tissues in addition to SkM. Incorporation into the pancreas and liver might suggest that SkM could transfer specific signals through the exosomal route to key metabolic tissues in vivo. Alterations in this signalling system during a high-fat diet may eventually contribute to the development of IR and type 2 diabetes. Further studies are now required to demonstrate whether exosomes from insulin-resistant SkM can reach the blood circulation and regulate the homeostasis of the other insulin-sensitive tissues and to decipher the affected functions in these target tissues.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

ESM Fig. 1

ESM Fig. 2

ESM Fig. 3

ESM Fig. 4

ESM Table 1

ESM Table 2

## Abbreviations

adeno-GFP: Adenoviruses expressing GFP
CM: Conditioned medium
FAME: Fatty acid methyl ester
GFP: Green fluorescent protein
HP: SD enriched with 20% palm oil
IR: Insulin resistance
miRNA: MicroRNA
MVB: Multivesicular body
qRT-PCR: Quantitative real-time PCR
SD: Standard chow diet
SkM: Skeletal muscle

# Supplementary material for: Exosomes participate in the alteration of muscle homeostasis during lipid-induced insulin resistance in mice
**Source:** Diabetologia. 2014 Jul 30;57(10):2155–64. doi: 10.1007/s00125-014-3337-2

## ESM Figure 2

**A\_** Transmission electron microscopy images. Bars=100nm (left) or 50nm (right).  
C2C12 exosomes (Exo-MT)                      muscle exosomes (Exo-Quad)

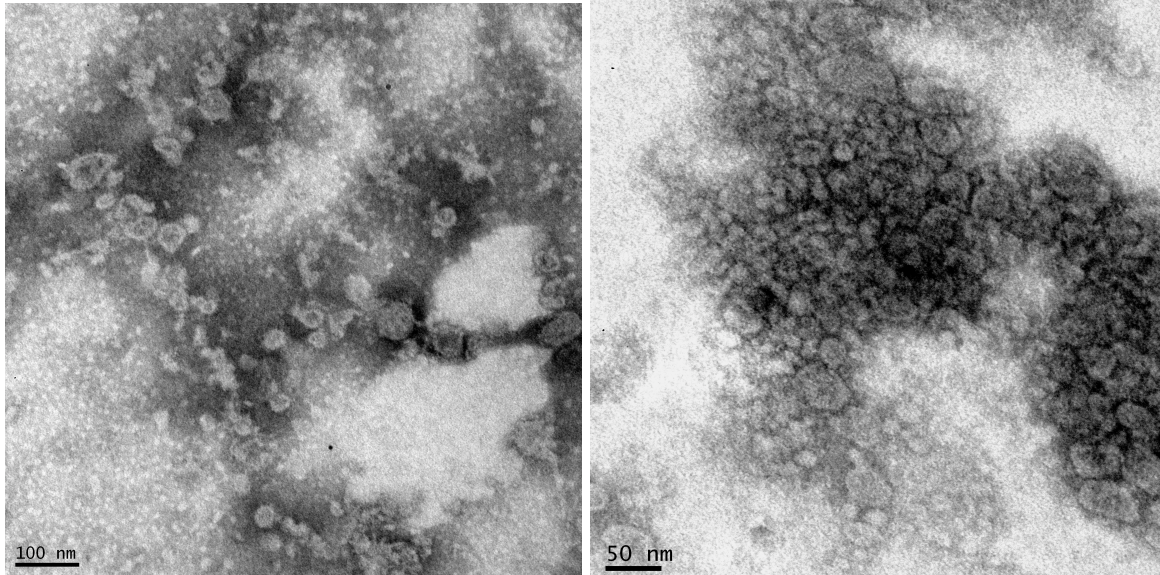

**B\_** Western-blot analyses of representative exosomal proteins

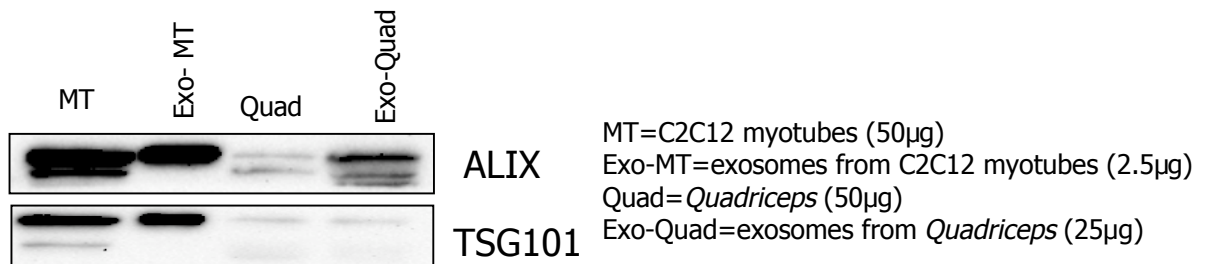

**C\_** Size distribution of muscle-released vesicles.

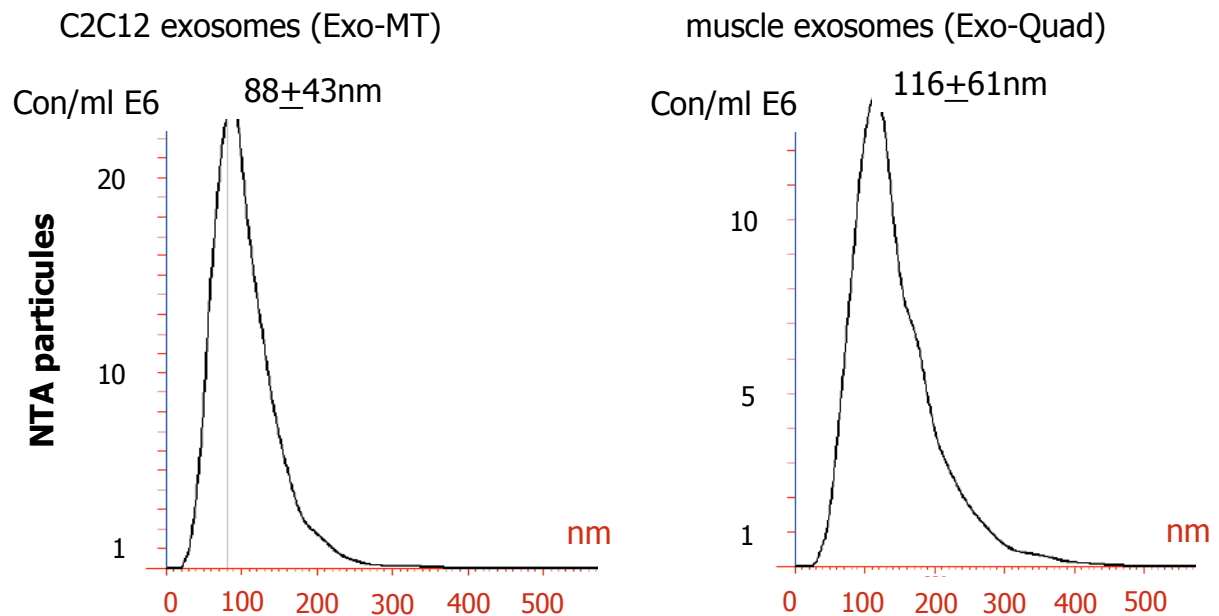

**Supplement:** Supplementary file 2

# Supplementary material for: Exosomes participate in the alteration of muscle homeostasis during lipid-induced insulin resistance in mice
**Source:** Diabetologia. 2014 Jul 30;57(10):2155–64. doi: 10.1007/s00125-014-3337-2
**Supplement:** Supplementary file 3

## ESM Figure 3

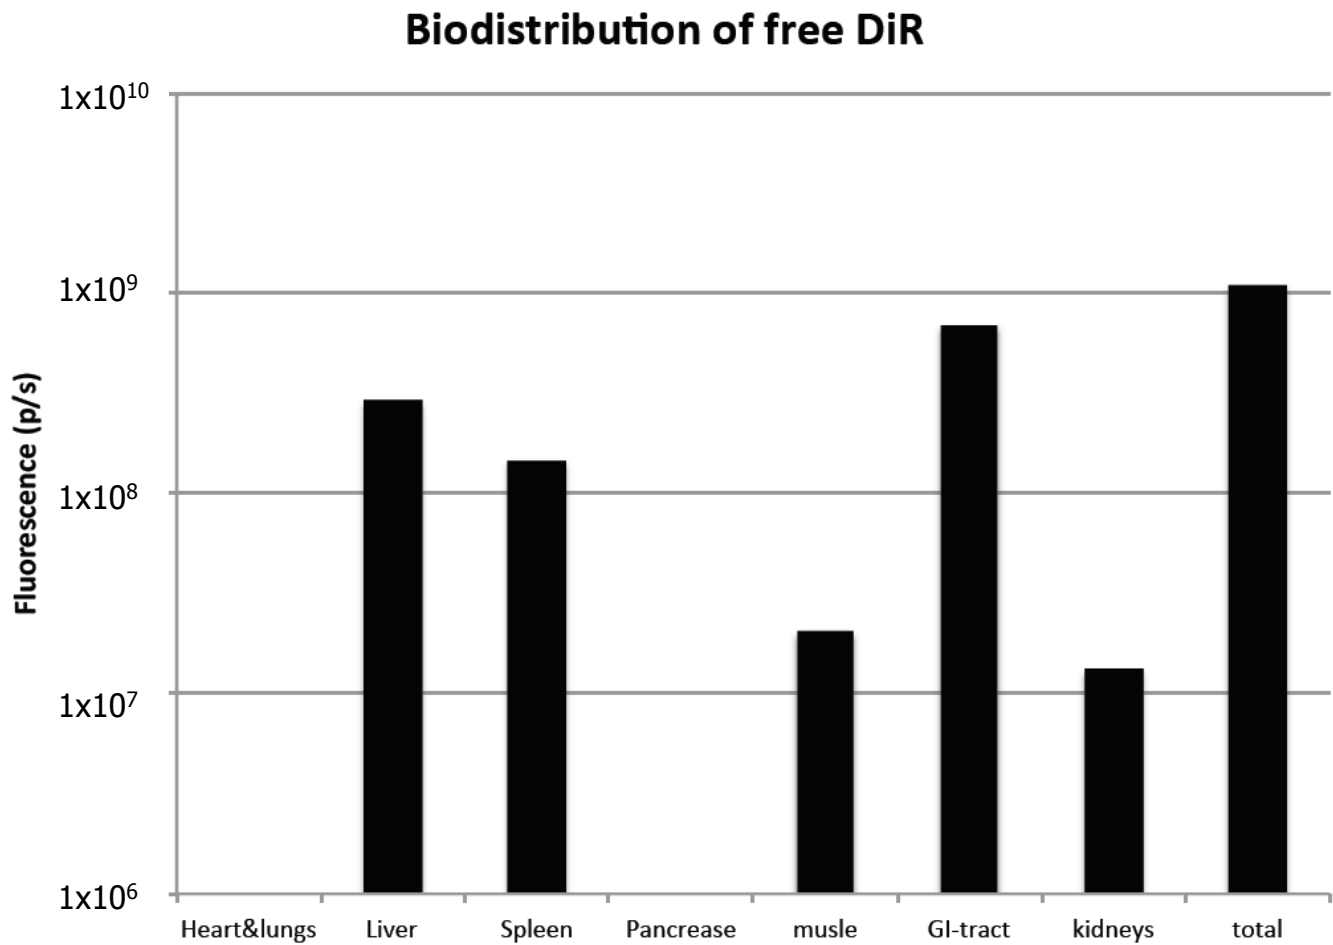

The mock-PBS-DiR was done as the labeling of exosomes but without exosomes. 25 ml PBS with 1  $\mu$ M DiR was ultracentrifuged at 110, 000g for 90 min (no extra washing step, to have as much free DiR as possible as control). The pellet was resuspended in 200  $\mu$ l PBS and injected in a mouse. As shown, the distribution pattern is very different than with exosomes, with majority of the signal originating from the GI-tract.

# Supplementary material for: Exosomes participate in the alteration of muscle homeostasis during lipid-induced insulin resistance in mice
**Source:** Diabetologia. 2014 Jul 30;57(10):2155–64. doi: 10.1007/s00125-014-3337-2
**Supplement:** Supplementary file 4

ESM Figure 4

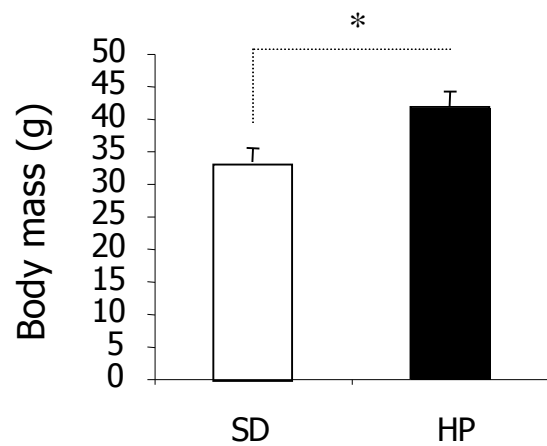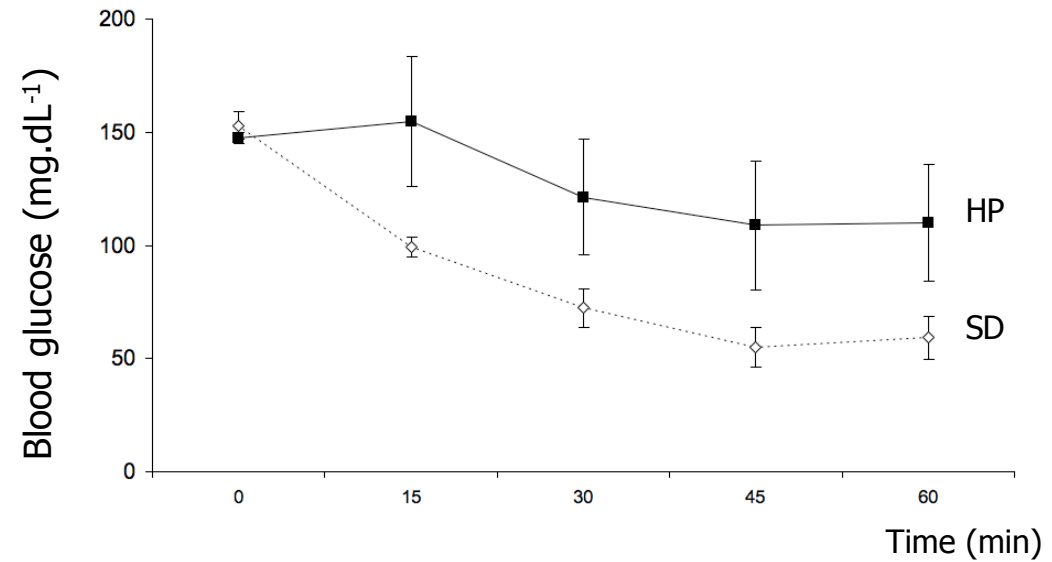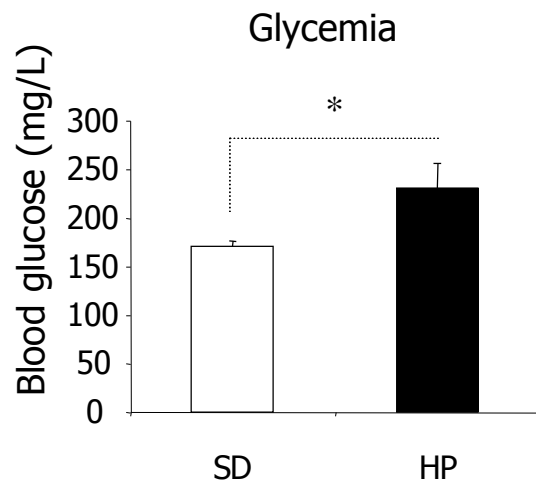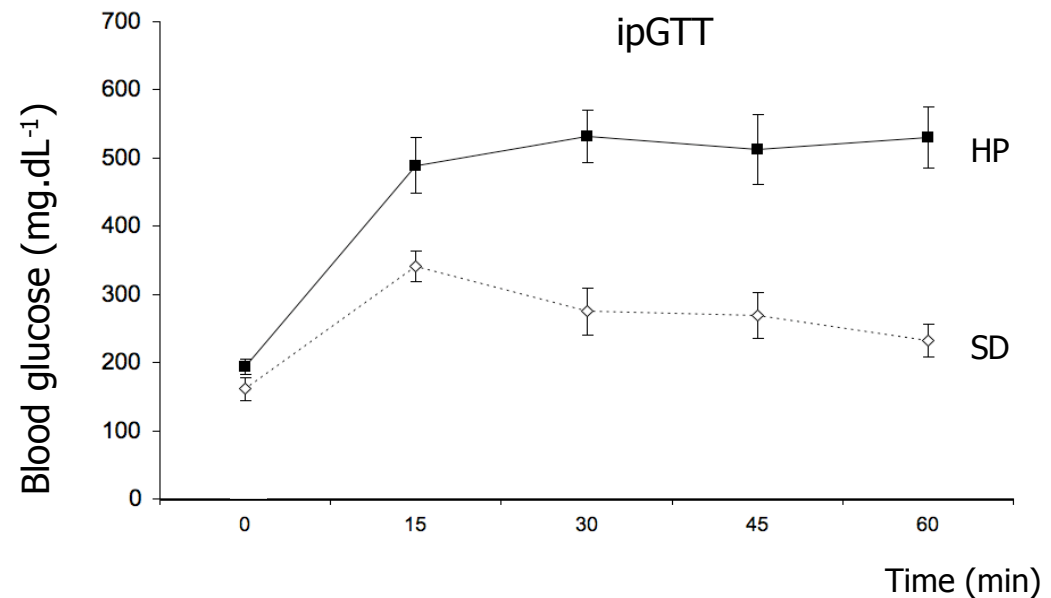

Mice metabolic parameters after 16 weeks SD or HP diets. (A,B) Body mass and glycemia measured before sacrifices under fed state. (C) i.p.IIT after 15 weeks of diet in a 6-hours fasted state. Blood glucose concentrations measured before and 15, 30, 45 and 60 min after insulin *i.p.* injection (0.75U/kg) (n=5). (D) i.p.GTT performed after 16 weeks of diet in a 6-hours fasted state. Blood glucose concentrations measured before and 15, 30, 45 and 60min after glucose *i.p.* injection (2g/kg) (n=5).

# Supplementary material for: Exosomes participate in the alteration of muscle homeostasis during lipid-induced insulin resistance in mice
**Source:** Diabetologia. 2014 Jul 30;57(10):2155–64. doi: 10.1007/s00125-014-3337-2
**Supplement:** Supplementary file 5

Supplementary Table 1: A\_PCR primers and B\_Western-blot antibodies used in this study

A

| Gene Names                                                          | Gene Symbols | Sens Primers          | Antisens Primers      |
|---------------------------------------------------------------------|--------------|-----------------------|-----------------------|
| TATAbox binding protein                                             | <i>Tbp</i>   | TTCACATCACAGCTCCCCAC  | TGGTGTGCACAGGAGCCAAG  |
| Cyclin D1                                                           | <i>Ccnd1</i> | CTTCCTCTCCAAAATGCCAG  | TGGAGGGTGGGTTGGAAATG  |
| Myogenin                                                            | <i>Myog</i>  | CAACCCAGGAGATCATTTGC  | CATATCCTCCACCGTGATGC  |
| Interleukin-6                                                       | <i>Il-6</i>  | AGTTGCCTTCTTGGGACTGAT | TCCACGATTTCCCAGAGAAC  |
| Myogenic differentiation 1                                          | <i>Myod1</i> | TCCAGCCCGCGCTCCAAGTGC | TCGACACGGCCGCACTCTTCC |
| Solute carrier family 2 (facilitated glucose transporter), member 4 | <i>Glut4</i> | GGGTTTCCAGTATGTTGCGG  | CTGGGTTTCACCTCCTGCTC  |

B

| Antibodies                                           | Antibody references | Company names  |
|------------------------------------------------------|---------------------|----------------|
| Alix                                                 | sc-49268            | Santa Cruz     |
| TSG101                                               | sc-6037             | Santa Cruz     |
| CD81                                                 | sc-166028           | Santa Cruz     |
| beta-Actin                                           | A5060               | Sigma Aldrich  |
| Phospho Akt ser-473                                  | 4060                | Cell signaling |
| total Akt                                            | 9272                | Cell signaling |
| Horseradish Peroxidase conjugated secondary antibody | 172-1019            | Bio-Rad        |

How the deposited data were processed for this re-analysis (not part of the article)

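RNA of C2C12 cells incubated for 24 h with exosomes was measured on 1-colour Agilent mouse arrays, 4 with EXO-Post BSA and 3 with EXO-Post Palm. For each array the authors deposited the output of the scanner software, whose processed signal is an intensity after background subtraction and spatial detrending and without normalisation between arrays. A further deposited table holds the authors' processed values on the log2 scale, with the same distribution on every array. Its rows were joined to the spots by their order, with a rank correlation of at least 0.9936 with the median intensity of the same array. The output for EXO-Post BSA replicate 3 came from a later version of the scanner software. The paper's methods name Agi4x44PreProcess and limma, and the settings used with them are not given in its text.

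Log2 of the processed signal, minus the 75th percentile of the 43020 non-control spots of each array, gave the values reported. Control spots and spots that the software marks as uneven or as outliers of their replicate spots were left out. No spot was saturated. Of 39429 probes, 399 are printed 10 times and were averaged, and 39030 are printed once. A probe was tested if it was well above background on at least 75% of the arrays of at least 1 group, which left 21589. The share of probes well above background was 62.0, 66.9, 54.1 and 48.5% on EXO-Post BSA replicates 1 to 4 and 70.3, 52.8 and 52.0% on EXO-Post Palm replicates 1 to 3. Correlations of the normalised values were 0.962 to 0.984 within EXO-Post BSA, 0.948 to 0.969 within EXO-Post Palm and 0.947 to 0.984 between the groups.

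The groups were compared with limma 3.58.1 in R 4.3.3, with data.table 1.17.8 and jsonlite 2.0.0, using a linear model on condition and moderated statistics (prior degrees of freedom 3.67). The threshold was a Benjamini-Hochberg adjusted p of 0.05 over all tested probes, 2-sided. Single genes also received an exact permutation test over the 35 ways to part 7 arrays into 4 and 3. Probe positions are those of the array annotation on mm9. Of the tested probes, 18643 carry a RefSeq accession, 16321 of which were found in the reference table of mouse genes. Gene names of 15648 tested probes are symbols there and 2233 are synonyms.

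The arrays were then used for 13 gene lists, which were tested with camera (correlation of 0.01 between genes, 1 probe per gene, 17183 genes, Benjamini-Hochberg adjustment over the lists). They were S phase, G2/M, muscle differentiation, myoblast, TGF-beta and SRF targets, PPAR targets, SREBP targets, unfolded protein response, inflammatory genes, immediate early genes, cell adhesion and matrix, replication-dependent histones and ribosomal proteins. Cell cycle genes among the genes higher and lower were compared by Fisher's exact test. The GO annotation behind Fig. 4 was not used here.

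Genes named in the text were fixed by a rule. They are the genes measured by qRT-PCR, Tbp, Akt1 and Akt2, the genes that the Discussion names, the genes of ESM Table 2 under secreted proteins, cell adhesion, extracellular matrix, collagen and cell growth, the 5 probes with the largest rise and the 5 with the largest fall past the threshold, with and without ESM Table 2, and the largest movers of each list. A gene with several probes is given by the probe of ESM Table 2, or otherwise by its brightest. A gene that the rule also covers is not reported here.

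The model, the lists, the rule for named genes and the alternatives were chosen before the data were examined. There were 23 alternatives, and 3 more for the gene lists alone. They covered the background correction (normexp, or subtraction with low values raised to a floor, each with an offset of 50 and quantile normalisation), the normalisation of the processed signal, the authors' processed values, the probe filter, slide as a block or as a random effect, a block on replicate number, array weights, a trended and robust fit, the test and threshold, and each array left out in turn. With slide as a block, only slides 1 and 3 held both groups, so only they inform the difference. The lists were also tested with fry, with an estimated correlation and with all probes of a gene.

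The model was tested on simulated data with 200 changed probes among 21137. It recovered 66 of 100 probes changed by 2 on the log2 scale and 10 of 100 changed by 1, with 5 false calls among 81 and none in the wrong direction. Camera told a shifted list of 50 simulated genes from a list that was not shifted. The simulated probes varied independently, so neither camera nor the number of false calls was tested where genes are correlated. The western blots, growth curves, lipid analysis, qRT-PCR and animal experiments were not analysed here.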

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

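No test in this part was chosen only after its result was seen, but each was run on the same arrays as the result.

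In 3 of 58 groups of 4 EXO-Post BSA arrays, 1 array lay far from the other 3 by Dixon's test, about as many as the 5% that chance gives. It was EXO-Post BSA replicate 1 each time. Its log2 signal was -1.73 for Cck, with the others between -2.83 and -2.65, 1.77 for Col8a1, with the others between 1.19 and 1.23, and 2.25 for Angptl4, with the others between 2.08 and 2.11. Without this array the log2 fold change was 4.46 for Cck (adjusted p = 0.0408), -1.92 for Col8a1 (adjusted p = 0.0770) and 1.74 for Angptl4 (adjusted p = 0.0949), so no direction rested on it. With fewer arrays, 63 probes in place of 115 then passed by limma. The loss was not particular to this array, since Col8a1 passed in 0, Angptl4 in 1 and Cck in 2 of the 7 models that leave out an array. As a whole the array was not apart, with 62.0% of its probes well above background. The design gives no condition that sets this array apart, and no biological explanation was tested.

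Of the 115 probes that passed, 42 are not in ESM Table 2, 37 higher and 5 lower with EXO-Post Palm. They carry 38 gene names, 7 of which the table lists through another probe. In the authors' processed values all 42 had the same direction and an unadjusted p under 0.05. A smaller change in those values is not why they are absent, since 41 of the 42 there also reached the smallest fold of the table (1.91 up or 0.53 down). Slide was argued against as well, because all 42 kept their direction with an unadjusted p under 0.05 when slide was a block. The rule by which probes entered the table is not given in the text of the paper and stays open. EXO-Post Palm itself is the other open explanation, as the design offers it for every changed probe. Among these probes were Npy1r, Apln, the transcript ENSMUST00000103291, annotated as a T-cell receptor beta chain (3.44, well above background on 1 of 4 EXO-Post BSA arrays), and ENSMUST00000099050 at the start of chromosome 9 (3.53).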

How the results depend on the processing

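Every alternative given here was chosen before its values were seen.

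Between 106 and 150 probes passed under other background corrections and normalisations, the authors' processed values, a filter asking for signal on all arrays, and slide as a block. With normexp correction 97 of 128 were higher. More passed with slide as a random effect (181), array weights (180), and a trended and robust fit (173), and the probes of ESM Table 2 among them numbered 111, 110 and 112. With no adjustment of p, 2169 probes passed by limma (236 of the table) and 2107 by the t-test of the paper's methods (228 of the table). Adding the table's smallest folds left 827 (205 of the table). No probe, and so none of the table, passed without a probe filter (0, with 1900 at an unadjusted p under 0.05), with the adjusted t-test (0, with 2107) or with replicate number as a block (0, with 1933). Without the filter 39429 probes were tested in place of 21589, and standard errors changed too, for example from 0.423 to 0.457 for Cxcl5. The cause was not tested for this or for the other changes in this paragraph. Deviations of arrays with the same number correlated at 0.12, -0.15 and -0.15, so the numbers do not pair the arrays, and that block uses up degrees of freedom without pairing any.

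Leaving out 1 array gave 4 to 228 probes (2 to 105 of the table). It was 61 to 69 without 1 EXO-Post BSA array, where fewer arrays were tested, but 7, 228 and 4 without EXO-Post Palm replicates 1, 2 and 3. The cause of this inequality was not tested. The table's direction was kept by 238 or more of its tested probes under each alternative, with 213 tested and 213 kept under the filter on all arrays.

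The difference in shares of cell cycle genes kept its direction, with 22 genes and Fisher's exact p = 0.115 for slide as a block and 1 to 29 genes and p = 0.00179 to 0.564 with 1 array left out. It gave no value without a filter, with replicate number as a block, with the adjusted t-test and without EXO-Post Palm replicate 3, since no gene was called lower there. The G2/M (1.95) and S phase (0.51) lists passed 0.05 under all alternatives but the estimated correlation (adjusted p = 0.0567 for both), and with 1 array left out the medians were 1.59 to 2.28 and 0.44 to 0.76.

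The muscle differentiation list was lower throughout but not past 0.05 with normexp correction (-0.13, adjusted p = 0.0688), correction to a floor (-0.13, 0.0651), quantile normalisation (-0.11, 0.0844), the authors' values (-0.11, 0.0913), replicate number as a block (-0.14, 0.115), fry (-0.17, 0.0543) and the estimated correlation (-0.17, 0.285). With 1 array left out it was -0.23 to -0.10 (adjusted p 0.000227 to 0.210). The adhesion and matrix list passed 0.05 without a filter (-0.092, 0.0258), with the filter on all arrays (-0.19, 0.00774), slide as a block (-0.20, 0.0258), array weights (-0.17, 0.0305), the trended fit (-0.14, 0.0499) and all probes of a gene (-0.14, 0.0390). With 1 array left out it was -0.25 to -0.15 (0.0108 to 0.210). The cause was not tested for either list.

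For 26 named genes that passed, 320 of 535 comparisons stayed past the threshold, 215 did not and 0 changed direction. For 27 that did not pass, 472 of 565 stayed so, 69 passed and 24 changed direction, in 5 genes near 0, and the cause was not tested. These were Myog with replicate number as a block (0.035) and without 1 array (-0.16 to 0.048), Myod1 with slide as a block (-0.27), slide as a random effect (-0.045), array weights (-0.00131) and without 1 array (-0.26 to 0.29), and Tbp with median scaling (0.0022), slide as a block (0.20), slide as a random effect (0.024), array weights (0.059) and without 1 array (-0.19 to 0.17). Akt1 changed with slide as a block (-0.21), slide as a random effect (-0.038) and without 1 array (-0.14 to 0.18). Fgf21 did so without 1 array (-0.61 to 0.27).

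Signal over background limits the folds of probes near background. Npy1r ranged from 2.48 to 5.69 over the alternatives, and Nov from -2.56 to -0.69.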

Differences from the paper's values

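All alternatives named in this part were chosen before the data were examined, and no test was chosen after a result was seen.

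The paper reports 240 genes changed, and 108 gene names passed here. The paper's value was within reach, by less than a factor of 1.5, with slide as a random effect (168), array weights (168), a trended and robust fit (162) and without EXO-Post Palm replicate 2 (212), and under none of the other alternatives. For genes higher the paper gives 163 and the value here was 93. It was close to the paper's with the filter on all arrays (112), slide as a random effect (139), array weights (139), the trended and robust fit (129) and without EXO-Post Palm replicate 2 (171), and not under the rest. For genes lower the paper gives 77 and 15 were found here, and every alternative differed from the paper's count. Of the paper's 20 genes for secreted proteins 10 passed here. All 20 passed with an unadjusted p by limma or by the t-test, and with an unadjusted p and the table's smallest folds. With the filter on all arrays, array weights, or without EXO-Post Palm replicate 2, 14 passed. The remaining alternatives differed from the paper.

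For Ccnd1 the paper's qRT-PCR fold of EXO-Post Palm over EXO-Post BSA is about 1.8 in Fig. 5a, read by eye, and the array gave 3.42. Every alternative differed. The paper's own array fold for this probe, in ESM Table 2, is 3.15, from which 3.42 does not differ by this measure. For Myod1 the paper's fold is about 0.65 in Fig. 5a, read by eye, and the array gave 1.02. The difference was less than a factor of 1.5 with slide as a block (0.83), slide as a random effect (0.969), without EXO-Post BSA replicate 1 (0.933) or 2 (0.917) and without EXO-Post Palm replicate 2 (0.833), and not under the others. None of these values is as low as the paper's. With a standard error of 0.354 for the log2 fold change of Myod1, the arrays are too imprecise to exclude the paper's fold. For Angptl7, ESM Table 2 gives the paper's fold as 2.91 and the value here was 4.59. With the authors' processed values it was 2.89, with normexp correction 2.55 and with correction to a floor 2.46. Without EXO-Post BSA replicate 1 (4.31) and without EXO-Post Palm replicate 1 (4.06) the difference was less than a factor of 1.5. The other alternatives differed.

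The paper reports Myog and Myod1 as lower with EXO-Post Palm, from qRT-PCR. On the arrays their log2 fold changes were -0.07 (standard error 0.228) and 0.03 (standard error 0.354). No alternative brought either past an adjusted p of 0.05. The paper links the lower genes to cell adhesion. Here the adhesion and matrix list had a median of -0.14 and an adjusted p of 0.0619, past 0.05 with slide as a block (0.0258), with both other filters (0.0258 and 0.00774), array weights (0.0305), the trended and robust fit (0.0499), all probes of a gene (0.0390), and without EXO-Post BSA replicates 1 (0.0317), 2 (0.0488) or 3 (0.0325) or EXO-Post Palm replicate 2 (0.0108). The paper lists Il6, Slc2a4 and Cxcl1 among the changed genes. They did not pass an adjusted p of 0.05 here (0.105, 0.133 and 0.0862), and each had an unadjusted p under 0.05. Il6 passed with slide as a block (0.0327), the filter on all arrays (0.0340), array weights (0.0283) and without EXO-Post Palm replicate 2 (0.0112). Cxcl1 passed with these 4 (0.0385, 0.0272, 0.0313 and 0.0159), and also with normexp correction (0.0495), the authors' processed values (0.0376) and slide as a random effect (0.0454). For both genes, slide as a block and array weights are not independent of leaving out EXO-Post Palm replicate 2. The block takes no difference from that array, and array weights gave it the lowest weight (0.568). For Slc2a4 the lowest adjusted p over the alternatives was 0.0807.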

Other observations

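The tests of array brightness, of residual myoblasts, of the PPAR and unfolded protein response lists as signs of carried fatty acid, of slide for all changed probes, Myod1, the repeated sequence and the G2/M list, and of the cell cycle as source of the repeated sequence were chosen only after the results were seen.

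Of the 35 ways to part the 7 arrays into 4 and 3, the real one gave 115 probes and the next 2, while 31 gave none. With 1 of 35 as large, the smallest share these arrays allow, chance can be excluded for the number of changed probes at the 0.05 level. The same holds, taking each list on its own, for the medians of the G2/M, S phase, inflammatory and TGF-beta and SRF lists, where 1 split, the real one, was as large. For S phase the margin was small, 0.515 against -0.505 for the next split. Chance cannot be excluded for the histone (2 of 35), adhesion and matrix (5), muscle differentiation (7) and SREBP (9) lists. The splits do not take slide into account. With slide as a block, camera gave adjusted p-values of 1.84e-08, 0.0258, 0.000164 and 0.000126 for these lists, in this order. Camera assumes a correlation of 0.01 between genes and does not test the grouping of the arrays. Slide as the whole cause of the changed probes was argued against by the block on slide, which gave 115 probes. That block compares the groups on slides 1 and 3 only, so it cannot speak for EXO-Post BSA replicate 3 and EXO-Post Palm replicate 2. The split of slide 1 against the rest gave 2.

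Replicates of EXO-Post Palm were not alike. On the first principal component (29.8% of the variance) EXO-Post Palm replicate 1 lay at -7.23, between EXO-Post BSA replicate 4 (-8.40) and EXO-Post Palm replicates 2 (65.1) and 3 (58.5), with the other EXO-Post BSA arrays from -41.2 to -30.0. No explanation was tested.

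The G2/M list was higher (median 1.95). Slide was argued against by a median of 2.14 with slide as a block. Removing the trend of fold change on probe GC content left 2.01. The brightest EXO-Post Palm array, replicate 1, had a median difference of 1.82 and the dimmest, replicate 3, of 2.53, which argues against brightness, since these arrays lie on opposite sides of the EXO-Post BSA arrays in brightness. A larger share of residual myoblasts, which the paper raises, cannot be told apart. The 9 tested genes of an 11-gene myoblast list had a median of -0.068 (camera adjusted p = 0.812), or 0.057 with slide as a block, but they go both ways and are few. A response of the myotubes to EXO-Post Palm may therefore explain the rise, and so may more cycling myoblasts.

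Inflammatory genes (22 of 30 tested, 18 higher) had a median of 0.52 (camera adjusted p = 5.05e-08, fry 0.0155, estimated correlation 0.0567), with 6 in ESM Table 2 and 1 past the threshold, Cxcl5. TGF-beta and SRF targets (17 of 19 tested, 2 higher) had a median of -0.90 (camera adjusted p = 1.16e-08, fry 0.00726, estimated correlation 0.0567), with 6 in ESM Table 2, and Tagln fell most (-1.88). Over the alternatives the medians ran from 0.34 to 0.63 and from -1.10 to -0.72. With slide as a block they were 0.53 and -1.10, and after removal of the GC trend 0.56 and -0.97. On the brightest EXO-Post Palm array they were 0.46 and -1.13, and on the dimmest 0.70 and -0.99. These values argue against slide, GC content and brightness. As a hypothesis found and tested on the same arrays, EXO-Post Palm may raise the former and lower the latter. The paper does not report either as a group.

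Replication-dependent histones (35 genes, median 0.46, camera adjusted p = 1.10e-07, fry 0.0322, estimated correlation 0.0820) were higher in 28, from Hist1h3c (-2.84) to Hist1h2ab (1.87), and 7 are in ESM Table 2. The histone median was 0.78 with slide as a block, 0.82 without EXO-Post Palm replicate 2 and 0.30 with correction to a floor. SREBP targets (21 genes) had a median of -0.20 (adjusted p = 0.00738, fry 0.104), with Scd1 at -0.91. The SREBP median was -0.435 with slide as a block and -0.43 without EXO-Post Palm replicate 2. Without EXO-Post Palm replicate 1 it was -0.10 (adjusted p = 0.128). Immediate early genes (16 genes) had a median of 0.15 (adjusted p = 0.0619), with Nr4a2 at 3.07. That median was 0.34 with slide as a block (adjusted p = 0.0190), and without EXO-Post Palm replicate 1 it was -0.01 (adjusted p = 0.210). Ribosomal proteins (74 genes) had a median of -0.04 (adjusted p = 0.881). Beyond the splits of the arrays, no cause was tested for these lists.

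Since the paper proposes that exosomes carry palmitate into the cells, gene lists for responses to fatty acid were examined. PPAR targets (27 genes) had a median of 0.00, a mean of 0.08 and a camera adjusted p of 0.358, with Angptl4 at 1.70. Unfolded protein response genes (22 genes) had a median of -0.03, a mean of 0.02, opposite in sign, and a camera adjusted p of 0.917. Neither decides about carried fatty acid, which may act without these genes or at another time.

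For Myod1, equal in both groups, slide was tested as what hides a difference. With slide as a block it was -0.27 (standard error 0.267), within 2 standard errors, so a slide effect and no difference cannot be told apart with these arrays.

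A group of 6 probes, chosen after their values were seen, share stretches of at least 20 bases. Of these, 5 lie on chromosome 9 between 3018028 and 3038316 and 1 on chromosome 2 from 98507014 to 98507072, under Ensembl transcript names. All 6 passed, with log2 fold changes of 2.80 to 3.53 (median 3.1, 2.77 to 3.36 over the alternatives). None is in ESM Table 2. The 5 on chromosome 9 were picked from the probes that passed, so their passing was fixed by the choice. A further probe with the transcript name of the chromosome 2 probe lies on chromosome 12 and shares no such stretch. It passed too (2.94, limma adjusted p = 0.0141). For the group of 6, slide was argued against by a median of 3.25 with slide as a block. Genomic DNA in the RNA was tested on 10231 probes well above background on no array, whose median difference was 0.077. A sequence with many copies could still gain signal from traces of DNA, so this stays open. More cells in the cell cycle stays open too. EXO-Post Palm replicate 3 had the highest G2/M median but the lowest mean of these probes (2.74, against 3.85 and 2.84), and 3 arrays decide nothing. An effect of EXO-Post Palm on these transcripts is the remaining candidate explanation.

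The paper measured Akt protein. On the arrays the log2 fold changes were 0.02 for Akt1 and 0.25 for Akt2 (0.11 and 0.66 at its other probes), neither past the threshold. Akt1 changed sign under some alternatives, among them slide as a block (-0.21). The reference gene Tbp was at -0.01, or 0.20 with slide as a block. Of the myokines in the Discussion, Fndc5 was at -0.75 (limma adjusted p = 0.298), Fam132b at 1.31 (adjusted p = 0.0606) and Fgf21 at -0.03.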
